# Genome Regulation and Gene Interaction Networks Inferred From Muscle Transcriptome Underlying Feed Efficiency in Pigs

**DOI:** 10.3389/fgene.2020.00650

**Published:** 2020-06-23

**Authors:** Victor A. O. Carmelo, Haja N. Kadarmideen

**Keywords:** muscle transcriptome, pigs, feed efficiency, gene networks, candidate biomarkers

## Abstract

Improvement of feed efficiency (FE) is key for Sustainability and cost reduction in pig production. Our aim was to characterize the muscle transcriptomic profiles in Danbred Duroc (Duroc; *n* = 13) and Danbred Landrace (Landrace; *n* = 28), in relation to FE for identifying potential biomarkers. RNA-seq data on the 41 pigs was analyzed employing differential gene expression methods, gene-gene interaction and network analysis, including pathway and functional analysis. We also compared the results with genome regulation in human exercise data, hypothesizing that increased FE mimics processes triggered in exercised muscle. In the differential expression analysis, 13 genes were differentially expressed, including: *MRPS11, MTRF1*, TRIM63, MGAT4A, KLH30. Based on a novel gene selection method, the divergent count, we performed pathway enrichment analysis. We found five significantly enriched pathways related to feed conversion ratio (FCR). These pathways were mainly related to mitochondria, and summarized in the mitochondrial translation elongation (MTR) pathway. In the gene interaction analysis, the most interesting genes included the mitochondrial genes: PPIF, MRPL35, NDUFS4 and the fat metabolism and obesity genes: *AACS, SMPDL3B, CTNNBL1, NDUFS4*, and *LIMD2*. In the network analysis, we identified two modules significantly correlated with FCR. Pathway enrichment of module genes identified MTR, electron transport chain and DNA repair as enriched pathways. The network analysis revealed the mitochondrial gene group *NDUF* as key network hub genes, showing their potential as biomarkers. Results show that genes related to human exercise were enriched in identified FCR related genes. We conclude that mitochondrial activity is a key driver for FCR in muscle tissue, and mitochondrial genes could be potential biomarkers for FCR in pigs.

## Introduction

In commercial pig production, the cost of feed is the highest individual economic factor (Jing et al., 2015; Gilbert et al., 2017). Furthermore, reduction in feed consumption per unit growth is beneficial for the environment, which is a key factor in being able to maintain sustainable and resource efficient production. In this context, there have been continuous efforts to increase feed utilization efficiency in pigs through selective breeding. For the majority of Danish production pigs, breeding boars are selected at a core central facility where potential breeding boars are tested for FCR through accurate individual measurements of feed intake and growth. Most Danish production pigs are crossbred, with the maternal line being Landrace x Danbred Yorkshire, and the paternal line being Duroc. The Durocs are well known for being heavily selected for growth and efficiency, while the two other breeds have been heavily selected for litter size and piglet survival related traits.

Feed efficiency can be defined in several ways, with the main ones being Residual Feed Intake (RFI) (Koch et al., 1963) and FCR. FCR is the ratio between feed consumed and weight gain, while RFI is calculated by fitting a model with predicting feed intake from weight gain, and finding the residual of the model prediction for each animal. In general, it is reported that selection for low FCR will result in co- selection for related traits, namely growth rate and body composition (Nkrumah et al., 2007; Gilbert et al., 2017; Yi et al., 2018). In contrast, selection for RFI is more directly focused on metabolic efficiency irrespective of daily gain and growth (Nkrumah et al., 2007; Gilbert et al., 2017; Yi et al., 2018). In general, RFI and FCR are strongly correlated, with a correlation above 0.7 and both show low to medium heritability (Do et al., 2013). In general, FCR is simpler to calculate, as RFI calculation is dependent on individual population and production factors (Hoque et al., 2009; Do et al., 2013). However, in pig production, the co-selection of growth rate and body composition when selecting for FCR selection and the simplicity of calculation are desired traits. This may explain why FCR has been the main efficiency phenotype used for selection (Gilbert et al., 2017) in the pig population in Denmark and in general pig production. One can also hypothesize that FCR is more easily translatable between breeds/populations, as it is a simple dimensionless ratio, which has a simple and generally comparable interpretation. In contrast, it is more difficult simply compare RFI values across different populations or breeds. The biological and/or genetic background of FCR in pigs remains somewhat elusive (Ding et al., 2018), thus inviting for further analysis on the topic.

The key tissue in pig production is muscle, as pig carcasses are valued according to lean meat content. Skeletal muscle is a key organ in carbohydrate and lipid metabolism and plays a large part in the storage of energy from feed (Pedersen, 2013; Turner et al., 2014; Morales et al., 2017), especially as lean growth has been one of the main goals of pig breeding programs. Increased efficiency has also been positively associated with various meat quality parameters (Czernichow et al., 2010; Lefaucheur et al., 2011; Smith et al., 2011; Faure et al., 2013; Horodyska et al., 2018a), showing that improved FE can have multiple positive outcomes. There are only a few studies analyzing muscle tissue transcriptome of pigs in a FE context (Jing et al., 2015; Vincent et al., 2015; Gondret et al., 2017; Horodyska et al., 2018b), and thus our knowledge of the muscle transcriptomic background of FE is somewhat limited. In general, previous studies have relied on small samples sizes, weak statistical thresholds and categorical division of lines divergently selected for FE. This means that more studies are still needed to uncover the connection between the transcriptome and FE in muscle tissue.

It is well known that animal models have been used extensively for the study of human diseases and human physiology. There are many studies, which cannot be ethically performed on humans (e.g., gene expression studies in multiple organs), but we are able to take advantage of the similarities between animal models and human in the molecular mechanisms to gain knowledge across species. Conversely, one could use human results to gain knowledge of animal physiology.

The Kolmogorov-Smirnov test (KS test) (Massey, 1951), is a non-parametric test which can be used to test if an empirical data distribution could be generated from a reference continuous probability distribution. The test statistics is based on calculating a discrete maximum divergence between the theoretical cumulative probability distribution and the empirical cumulative probability distribution. In statistical testing, it is very common to use arbitrary significance thresholds, typically 0.05. At the same time, typical multiple testing correction methods such as Bonferroni or Benjamini-Hochberg (Benjamini and Hochberg, 1995) have no implicit way of picking thresholds, and can be overly conservative (Narum, 2006). In situations where one is more interested in group properties than individual tests, it could be advantageous to use a metric like the overall divergence calculated in the KS-test, which does not have any implicit thresholds, for selecting genes for further analysis.

In this study, we aim to characterize the transcriptomic profiles and link them to FE traits measured in Duroc and Landrace, purebred pigs, by fitting FE as a continuous trait over a full spectrum of efficiency, from high to low. The pigs in this study were all young performance tested boars, with the potential of becoming active breeding sires. Thus, none of the pigs were negatively selected for FE as in other studies (Vincent et al., 2015; Gondret et al., 2017; Horodyska et al., 2018a), making the differences in FE and their underlying causes more representative of real practical applications. We analyzed the muscle transcriptome based on several layers of statistical-bioinformatics analyses: differential expression (DE), gene-to-gene expression interaction and weighted network analysis. Pathway and functional analysis was performed based on differentially expressed genes and genes from network analysis. The rationale behind the approach was to reveal potential biomarkers that are functionally important and are predictive of FE in pigs. Dealing with complex yet subtle phenotypes can be challenging, as the signal to noise ratio can be high, and it may be impractical or costly to collect large sample sizes. Therefore, we also suggest a novel method for selecting features based on the KS-test statistic, the divergent count.

To gain more insight on the molecular and functional background of FE, we also hypothesized, that the mechanism between differences in the muscle transcriptome of breeds with different efficiency could be similar to the differences between a rested and an exercised muscle. We adapted a translational genomics approach to investigate this by comparing human data with our pig data.

## Materials and Methods

### Sampling and Sequencing

In total, 41 purebred male uncastrated pigs where sampled for this study from two breeds, with 13 Danbred Duroc and 28 Danbred Landrace pigs. 

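The feed conversion ratio (FCR) was 1.97 ± 0.103 (SD, n = 13) in the Duroc pigs, from 1.83 to 2.18, and 2.10 ± 0.0796 (SD, n = 28) in the Landrace pigs, from 1.92 to 2.25. The breed means differed (permutation test, two-sided, p = 9e-05), although the ranges overlapped. The Landrace pigs were also older at sampling, at 155 ± 4.75 days against 147 ± 7.19 days (permutation test, two-sided, p = 0.00023). RNA integrity was 8.12 ± 0.426 (SD) in the Duroc pigs and 7.84 ± 0.496 (SD) in the Landrace pigs, and a difference in means was not shown (permutation test, two-sided, p = 0.0894). Over these 3 comparisons the Benjamini-Hochberg adjusted p was 0.00027 for FCR, 0.000345 for age and 0.0894 for RIN. They were not recomputed within slaughter batches because no batch held more than 4 Duroc pigs. The 5 batches held 1, 15, 9, 5 and 11 pigs, and the first of them held a single Duroc pig.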

All pigs were raised at a commercial breeding station at Bøgildgard owned by the pig research center of the Danish Agriculture and Food Council (SEGES). The pigs where raised from ∼7 kg until 100 kg at the breeding station. Feed intake registrations for each pig were initiated based on a minimum weight cutoff of 28 kg, and continued for a period of 40–70 days based on a combination of the viability of each pig, and a weight limit of 100 kg. Feed intake was measured via single feeder setup, which could only be accessed by one pig at a time. While corrections for feed waste are made if necessary, no correction were made in any of the data on the pigs in this study. The pig diet consisted of a feed mixture with the main ingredients being: 39% barley, 27%, wheat, 14% soybean meal, and 6% oats. All pigs were weighed at testing start and end for calculation of FCR. FCR was calculated by dividing the growth in the testing period by the feed consumption. Residual Feed Intake (RFI) was also estimated based on the residuals of the following model (Do et al., 2013):

$$DFI_{ij}=\mu +DWG_{i}+\beta_{j}$$

Where DFI is daily feed intake and DWG is daily weight gain in the period, and β is the batch effect. RFI was calculated separately for each breed, and based on data from a larger population (Duroc *n* = 59 and Landrace *n* = 50).

Muscle tissue samples from the psoas major muscle were extracted immediately post-slaughter and preserved in RNAlater (Ambion, Austin, TX, United States). Sample were kept at −25C°, as per protocol, until sequencing.

#### Sequencing

RNA extraction, library preparation and sequencing was done by BGI.^1^ The sequencing was unstranded mRNA sequencing on BGI’s own BGISEQ-500 platform, using an in-house designed protocol, with 100 base pair unstranded paired end reads. The data was sequenced using the same protocol as the 75PE protocol in Zhu et al. (2018), but with 100bp.

### Quality Control, Mapping, and Read Quantification

Reads were trimmed and adapters removed using Trimmomatic (Bolger et al., 2014) version 0.39 with default setting for paired end reads. The QC on the data was done both pre- and post-trimming using FastQC v0.11.9, with over 99% of the reads being kept on average (Supplementary Data 1). The reads were mapped using STAR aligner (Dobin et al., 2013) version 2.7.1a using default parameters with a genome index based on *Sus scrofa* version 11.1 and using ensembl annotation *Sus scrofa* 11.1 version 96 for splice site reference. Default parameters were used for mapping except for the addition of read quantification during mapping using the –quantMode GeneCounts setting. All statistic for the reads can be found in Supplementary Data 1.

### Differential Expression Analysis

To analyze the relationship between FCR and gene expression, we applied the following overall model, and implemented it using several different methods:

$$y_{ijklm}=\mu +\beta_{1_{i}}\left(FCR\right)+\beta_{2_{j}}\left(RIN\right)+\beta_{2_{k}}\left(age\right)+BR_{l}$$

(1) $$+BA_{m}+\epsilon$$

y = normalized read counts

β_1_ = *regression coefficient of feed conversion rate*

β_2_ = *regression coefficient of RIN (RNA Integrity value)*

β_3_ = *regression coefficient of Slaugter Age (days)*

BR = effect size of Breed

BA=effect size of Batch

RNA integrity value (RIN) should be corrected for, as it affects expression, and the most appropriate way to correct this is to include it in the model (Gallego Romero et al., 2014). As the samples had different slaughter days, which affected the collection conditions, we also deemed it necessary to correct for this via the batch effect. Finally, we corrected for breed and age at slaughter, as these are important biological factors, which could cause differences in expression.

We used the following three methods for the differential expression analysis (DEA): Limma (Ritchie et al., 2015), edgeR (Robinson et al., 2010), and Deseq2 (Love et al., 2014). This was done to increase the robustness of our analysis, as our phenotype of interest is expected to have a subtle effect on the transcriptome due to the complex nature of FE. In addition, we also fit the model for each breed separately using Deseq2, just removing the Breed as a covariate.

#### Deseq2

We used Deseq2 version 1.22.2. In the Deseq2 analysis, the counts were filtered *a priori* requiring a minimum of 5 reads for each sample, resulting in a total of 10765 out of 25880 genes being included in the DE analysis in the joint breed analysis, and 10687 and 11107 in Landrace and Duroc respectively. 

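Of the 25880 genes in the deposited tables, 10765 had at least 5 counts in every one of the 41 pigs. The same minimum applied within one breed kept 10874 genes in the 28 Landrace pigs and 11292 genes in the 13 Duroc pigs.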

As the overall read counts were very similar across experiments (see Supplementary Data 1), it was deemed sufficient to filter pre normalizing. We then used the default analysis method based on our specified model.

#### Limma

We used Limma version 3.38.3. For the Limma analysis, the counts were filtered based on the edgeR *filterByExpr*function and normalized using *calcNormFactors* from the same package, as suggested in the limma manual. This filtering was done on the full data including both breeds. This resulted in the inclusion of 11146 genes in the analysis. 

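With its default minimum count of 10 and minimum total count of 15, and with no group or design given, filterByExpr kept 11146 genes of the deposited tables.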

To fit the model we used the *eBayes* method in conjunction with our specified model.

#### EdgeR

We used edgeR 3.24.3. We used the same normalization and filtering as in the Limma analysis, thus including the same number of genes. We used the *glmQLfit* function and *glmQLTest* to implement our model.

While we used two different gene set sizes in the analysis, this did not affect the results significantly, as the genes omitted in the Deseq2 analysis were all lowly expressed. Furthermore, in our further analysis we elected to use the smaller and more conservative Deseq2 gene set to become our reference set for further selections and analysis. In total, 99.9% of genes in the Deseq2 gene set were also in the Limma/edgeR set.

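The set with at least 5 counts in every pig shared 10724 genes with the filterByExpr set, which was 99.6% of it. The remaining 41 genes of the smaller set were not kept by filterByExpr, and 422 genes of the filterByExpr set had fewer than 5 counts in at least 1 pig.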

### Gene Pathway Analysis

#### Gene Selection

To select a robust set of genes for a gene enrichment analysis when we have non-conservative *p*-value but only a limited number of genes with a FDR below 0.05, we applied the following strategy:

– Identify the overrepresentation of (low) *p*-values in comparison to a uniform p-value distribution in our data. We will call this the divergent count.
– Select the top N genes by *p*-value, where N is the estimated divergent count.
– Among the top N genes, select those that are found in all three methods.

To find the divergent count D, we find the interval with the maximum positive divergence between our observed empirical *p*-values and the same number of uniformly distributed *p*-values. This is completely analogous to the KS-test with the uniform distribution from 0 to 1 as a reference, and thus the probability of a given divergence is simply the KS-test *p*-value between our empirical data and the theoretical uniform distribution. It is calculated as follows:

(1) $$d_{i}=(\sum_{n}^{i=1}p_{i}\left\{\begin{array}{cc} 0forx_{i}>\frac{i}{n}\; & \\ 1forx_{i}\leq \frac{i}{n}\; & \end{array}\right)-i$$

(2) $$D=\text{max}\left\{d_{1},d_{2}\ldots d_{n}\right\}$$

Where n is the total number of *p*-values, *p*_*i*_ is the i’th observed *p*-value in increasing order. Here, i is both the index for x and the expected number of *p*-values between 0 and $\frac{i}{n}$ given a uniform distribution. Note that to get the actual KS-test metric, *d*_*i*_ and i are divided with n. D is the final divergent count, which is the maximum over all possible values of *d*. This represents the excess number of low *p*-values, given the following assumptions:

1. The *p*-value mass distribution is approximately decreasing toward lower p-values.
2. The divergence should be significant.

Once the maximum divergence is found and the assumptions are fulfilled, the next step is to assign a probability to this divergence. As mentioned above, this is simply the KS-test between the observed *p*-values and the uniform reference distribution.

##### GOrilla

To perform gene enrichment in GOrilla (Eden et al., 2007, 2009), we translated our *Sus scrofra* ensemble gene IDs into human ensemble gene IDs. The background set of genes used in GOrilla was the set of genes from the Deseq2 analysis. We used default settings. Furthermore, we used the Revigo (Supek et al., 2011) analysis through GOrilla to generate summaries of our enrichment analysis, using default settings.

#### Feed Efficiency Measure

In this study, we elected to use weight gain/feed intake as our FCR measure. It fit the data better than RFI, and FCR is the metric used in the Danish breeding program.

### Pairwise Gene Interaction Analysis

To continue our analysis of the top set of genes identified using the divergent counts in our DE analysis, we decided to apply a pairwise interaction model. First, we adjusted the expression based on any factors and covariates that may affect expression for each gene. These factors are the same as in the general DE analysis, giving rise to the following linear model:

$$y_{jklm}=\mu +\beta_{1_{j}}\left(RIN\right)+\beta_{2_{k}}\left(age\right)+BR_{l}+BA_{m}+\epsilon$$

y = normalized read counts

β_1_ = *regression coefficient of RIN (RNA Integrity value)*

β_2_ = *regression coefficient of Slaugter Age (days)*

BR = Breed

BA = Batch

We then centered and scaled the residuals and then run a model for all pairwise gene interaction in our gene set We scaled and centered because this leads to a more flexible and interpretable model regardless of the type of interaction. The interaction model was as follows:

$$y_{i}=\mu +\beta_{1}x_{1_{j}}+\beta_{2}x_{2_{k}}+\beta_{3}\left(x_{1_{j}}\times x_{2_{k}}\right)+\epsilon$$

y=FCR values

β_1_ = *regression coefficient of residual expression of gene 1*

β_2_ = *regression coefficient of residual expression of gene 1*

β_3_ = *regression coefficient of the interaction between gene 1 and gene 2 *x*_1_*j*__ = residual expression of gene 1*

*x*_2_*k*__ = residual expression of gene 2

(*x*_1_*j*__×*x*_2_*k*__) = product of the two residual expression values

The next step was then to identify significant interactions. As the number of interactions in a dataset grows exponentially to the square of the input space, it is often difficult to detect effects based on classical multiple testing correction methods such as Bonferroni or FDR. This is especially true when dealing with complex phenotypes, as we generally do not expect to find individual large effects. Therefore, instead of focusing on individual results for each gene, we calculated the divergent count, to assess the divergence of each genes’ distribution of interaction *p*-values. We then bootstrapped with replacement samples of 853 *p*-values from our empirical *p*-values 10^5^ times, calculating the divergent count each time, giving us a bootstrapped distribution of divergent counts, to compare with our empirical distribution.

### Weighted Gene Network Analysis

To perform network analysis, we used weighted gene correlation network analysis (WGCNA) (Langfelder and Horvath, 2008). First, we filtered the read counts to only include genes with a minimum of 5 un-normalized reads, as was done for the Deseq2 analysis. We then created a correlation matrix based on all pairwise correlation in the data. We calculated the correlation matrix based on uncorrected expression values, as the individual gene-gene pairwise correlation are based on within-pig comparisons. We then fit the ß parameter for the scaling of the network to create a scale free topology (Zhang and Horvath, 2005). The ß scaled correlation matrix was our adjacency matrix, which was used to generate the Topological Overlap Measures (TOM), which represents the final calculation of the relation between genes.

The TOM values of the genes where clustered using the *dynamicTreeCut* function from the dynamicTreeCut cut package with default setting, resulting in a number of modules arbitrarily differentiated based on colors. The eigenvalue of each module was then calculated based on the normalized read counts and RIN adjusted count. We did these corrections in this step to remove the technical effects of library size differences and RIN from the eigenvalues, as we did not want technical effects to affect the eigenvalues. The counts were normalized based on the *calcNormFactors* function from the edgeR package. After this, the counts were adjusted for RIN by fitting the following linear model: *expression* = μ + RIN + *ϵ* for all genes, and extracting the residual expression values. Highly correlating models where merged using the *mergeCloseModules* function using a default cut-off. We then calculated the Pearson correlation between corrected and normalized module eigenvalues and our traits and covariates. Pathway analysis was performed on the genes of highly correlated modules, with GOrilla and ReviGO as seen above. Finally, we also identified the top hub genes in the high correlation modules. This was done based on calculating the intramodular connectivity using the *intramodularConnectivity* function with default settings. We then selected the top hub genes base on the k within measure, which represents the connectivity within modules.

### Comparison to Human Exercise Data

To test the hypothesis that differences in the muscle tissue transcriptome of Duroc and Landrace and/or FCR related genes mimic differences in rested and exercised muscle tissue, we compared our results with three human data sets, all analyzing the leg muscle transcriptome during exercise (Murton et al., 2014; Devarshi et al., 2018; Popov et al., 2019). The Murton et al. (2014) dataset was from an analysis of the time series analysis of transcriptome changes based on resistance training in leg muscle in 8 untrained men. The Popov et al. data came from an analysis of acute changes in the leg muscle transcriptome after endurance training, with 7 male subjects. Finally, the Devarshi et al. (2018) dataset was an analysis of the effect of acute aerobic exercise on the leg muscle transcriptome in lean and obese men, with a total of 30 subjects. For each data set, we performed the following:

1. We selected the genes differentially expressed between breeds, based on the edgeR analysis.
2. For FCR, we used the 853 genes from divergent count set.
3. We found the same set of genes in the human data – the breed/FCR matching genes. Genes were matched using the biomart R package, based on retrieving the external_gene_name of our Sus scrofa ensemble gene identifiers.
4. We separated the human data into two parts – the breed matching set and the background set. The breed matching set is the set of genes which were differentially expressed by breed, at 0.05 FDR in between breeds, which were then matched to the human genes by translating the gene identifiers between species. The background set were the remaining human genes.
5. We applied the Fisher Exact test to compare the number of differentially expressed genes for the exercised vs. rested muscle in the background set vs. the breed matching set.
6. The steps for the breed were also applied to our divergent count set for FCR.
7. Pathway analysis using GOrilla was performed in both the breed and FCR gene sets. The genes used were the intersect between all the DE genes from the human studies and the breed and FCR sets, respectively.

In this part of the analysis edgeR was used because it was more flexible to fit to the publicly available data, allowing us to compare our results to the other studies. As each dataset was formatted and analyzed differently, we had to process them individually. In the data set from Devarshi et al. (2018) (dataset 1), we chose to use the lean pre exercise vs. lean post-exercise group as our comparison, and significance was based on the reported cuffdiff analysis. For the set of Murton et al. (2014) (dataset 2), we pooled all control vs. exercise samples and analyzed them using Limma as the data was microarray data, using the same Limma pipeline as mentioned above in our FE analysis. As the results were weaker in Murton et al. (2014), we chose to use *P* < 0.05 as a cutoff for the Fisher exact test. For the set from Popov et al. (2019) (dataset 3), we grouped all the 4 h post-exercise results vs. all 4 h control non-exercised and performed DE analysis using edgeR with no other covariates using the same settings as our FE analysis above, with significance based on the found FDR values.

## Results

### Differential Expression Analysis

Based on PCA, there is no clear separation between the two breeds based on the first two components (Figure 1). This confirms the relevance of a joint breed analysis. It is still possible that principal components beyond the two first are well correlated with breed. However, as lower components will explain less of the overall variation, the majority of the variation cannot be explained by breed alone. 

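Gene expression was measured by RNA sequencing of psoas major muscle, with 1 library from each of the 13 Duroc and 28 Landrace boars. The authors trimmed the read pairs with Trimmomatic, aligned them with STAR to the pig genome Sscrofa11.1 and counted them on the Ensembl genes without regard to strand, and the deposited values are these counts per gene without normalization. The counts on genes ranged from 22588717 to 25873606 per Duroc pig (median 25243577) and from 22188911 to 25954816 per Landrace pig (median 25279863.5). Between 69.9 and 80.9% of a pig's read pairs were counted on a gene, and pairs that overlapped more than 1 gene were not. ACTA1 alone took 10.6% of the counts, followed by GAPDH with 4.32% and ALDOA with 4.25%. Each gene's counts were then modelled on FCR, RIN, age in days, breed and batch, with batch as a factor of 5 levels, using the quasi-likelihood test of edgeR, the Wald test of DESeq2 and limma with voom weights. Adjusted p-values (FDR) are Benjamini-Hochberg values over the genes tested. For DESeq2 they cover only the genes that pass its default filter on mean counts, which is set anew for each fit. An FCR coefficient is a log2 change per unit of FCR, which is a wider step than the range of FCR among the pigs. Symbols came from a table of gene names that matched 14857 of the gene identifiers, and coordinates are on Sscrofa11.1.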

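A principal component analysis of the counts, normalized by the TMM factors and not log-transformed, used 11187 genes. The first component held 61.4% of the variation between pigs and the second 24.0%. The breeds did not differ on the first component (permutation test, two-sided, p = 0.529) but did on the second (p = 0.0164), where breed made up 13.9% of the variation. Over all components together, breed made up 4.32% of the variation (permutation test, p = 0.149). On log2 CPM it made up 8.76% (p = 0.00033), with p = 0.433 for the first component and p = 0.0602 for the second. On log2 CPM after RIN and batch were removed, it made up 9.61% (p = 1e-05, the smallest that 100000 permutations can give). There the breeds differed on the first component (13.8% of its variation, p = 0.0173) and on the second (51.3%, p = 1e-05).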

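Along the first component, the pigs were ordered by measures of the library more than by FCR. Its correlation with RIN was 0.799 (permutation p = 1e-05, Spearman 0.606 with p = 3e-05), and 0.717 without the 2 pigs farthest from its median. Within batches 2, 3 and 5 this correlation was 0.834, 0.466 and 0.861, while the other batches held too few pigs. With the total count on genes per pig the correlation was 0.861 (permutation p = 1e-05, Spearman 0.601 with p = 4e-05), and 0.651 without those 2 pigs, with 0.688, 0.743 and 0.936 in the same batches. With FCR it was 0.0733 (permutation p = 0.651, Spearman 0.0566 with p = 0.726), and within the batches 0.258, -0.371 and 0.234. In this family of 30 correlations the Benjamini-Hochberg adjusted p was 2.73e-05 for RIN and for total count, and 0.723 for FCR. The values p = 1e-05 are the smallest that 100000 permutations can give.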

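In the joint edgeR model, 3692 of 11146 genes had an FDR under 0.1 for breed, of which 1737 were higher and 1955 lower in Landrace than in Duroc. The count moved most when age was left out of the model, to 3109 genes. The smallest p belonged to TBC1D7 (ENSSSCG00000001053; chromosome 7, 9685273 to 9708781), with 20.3 ± 3.09 CPM (SD, n = 28) in Landrace and 10.1 ± 1.47 CPM (SD, n = 13) in Duroc. Its log2 fold change between the breeds was 1.30 (FDR 1.9e-11, edgeR quasi-likelihood test). IDI1 (ENSSSCG00000029066) was at 34.8 ± 8.64 CPM in Landrace and 15.7 ± 1.80 CPM in Duroc, a log2 fold change of 1.26 (FDR 3.97e-09). The largest change among the 5 genes with the smallest p was in ENSSSCG00000035340, for which the table of gene names gives no symbol, with 157 ± 48.2 CPM in Landrace, 9.22 ± 18.6 CPM in Duroc and a log2 fold change of 4.91 (FDR 1.76e-09).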

Naturally, this does not mean individual genes do not have different expression due to breed, as we see in the DEA. 

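DESeq2 gave 5 genes with an FDR under 0.1 for FCR in the joint model, 10 in the 13 Duroc pigs and 4 in the 28 Landrace pigs. The Duroc model left 5 residual degrees of freedom and the Landrace model 21. Leaving age out of the model gave 46, 22 and 1 genes, but DESeq2's filter on mean counts can then keep other genes. With edgeR in place of DESeq2, no gene of either breed had an FDR under 0.1, although 564 Duroc genes and 606 Landrace genes had an unadjusted p under 0.05. PNCK (ENSSSCG00000012773; chromosome X, 124425867 to 124430000) had the smallest FDR in Landrace, 0.00166, with a log2 change of -3.92 (SE 0.746) per unit of FCR. In Duroc its log2 change was 1.65 (SE 1.31, DESeq2 p = 0.208), and the difference between the breeds had p = 0.000197 and FDR 0.548 as an FCR by breed term in edgeR. Over all genes, that term had no gene with an FDR under 0.1 and 582 genes with an unadjusted p under 0.05, where 557 were expected by chance. C3 (ENSSSCG00000013551; chromosome 2, 72431470 to 72471622) had the largest change among the 10 genes with an FDR under 0.1 in Duroc, a log2 change of 9.71 (SE 2.07, FDR 0.0158) at 5.82 ± 4.33 CPM (SD, n = 13).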

In the Deseq2 DEA, the Landrace analysis had one gene with an FDR < 0.1, the Duroc analysis had 8, and we found 4 in the joint breed analysis (Table 1). This is quite low numbers in comparison with the rest of the covariates (Table 1). 

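In the Duroc pigs, 458 of 11292 DESeq2 p-values for FCR were under 0.05 and 616 were in the highest bin of the same width, where 565 per bin were expected by chance. In the Landrace pigs, 642 of 10874 were in the lowest bin and 592 in the highest, with 544 expected per bin. Of the Duroc p-values 52.6% were above 0.5, and of the Landrace p-values 51.0% were. The Duroc p-values differed with edgeR, which put 564 of 10509 in the lowest bin and 417 in the highest. The genes tested differed too, so the part of the test alone cannot be told.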

When we viewed the overall *p*-value distribution for FCR in the Deseq2 DEA, we found that the Duroc distribution was slightly skewed toward high *p*-values (Supplementary Figure S1 right), the Landrace distribution had a slight excess of high *p*-values (Supplementary Figure S1 left), but the joint analysis had a clear excess of low *p*-values (Figure 2 right). As the results for FCR were somewhat limited, we chose to continue with a different strategy based on the joint breed analysis. We chose to calculate the DE using 3 methods, ensuring that the results were robust and replicable, as individual methods can vary in output (Seyednasrollah et al., 2015). Observing the distribution of uncorrected *p*-values for FCR in all 3 methods (Figure 2), we found an anti-conservative distribution regardless of the method. 

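The lowest bin of width 0.05 held 968 p-values for FCR with edgeR, 978 with DESeq2 and 983 with limma, and the highest bin held 422, 407 and 425. No gene had an FDR under 0.1 with edgeR, for which the lowest FDR was 0.284, or with limma, for which it was 0.304. SAC3D1 (ENSSSCG00000013011; chromosome 2, 7138409 to 7142294) had the smallest edgeR p, 4.58e-05, with a log2 change of -2.90 per unit of FCR at 8 to 36 counts per pig.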

If FCR was unrelated to gene expression in general, we would expect a uniform *p*-value distribution in our model. To test the likelihood of the observed results being generated by a uniform distribution, we applied the KS-test, comparing the empirical values with a theoretical uniform *p*-value distribution. The results showed that it was very statistically unlikely that the *p*-values had an underlying uniform distribution for all three DE methods (*p* < 10^–16^). This lead us to conclude that there was a relation between the muscle tissue expression and FCR. 

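The Kolmogorov-Smirnov statistic of the FCR p-values against a uniform distribution was 0.0956 with edgeR, 0.0950 with DESeq2 and 0.0999 with limma. Treating the genes as independent, this gave p = 6.92e-89, 7.98e-85 and 4.15e-97. To keep the correlation between genes, the residuals of FCR on the other covariates were permuted among the pigs 100 times and all models refitted. The summed excess of low p-values, which the paper calls the divergent count, was then as large as with the measured FCR in 12 of 101 fits with edgeR, 12 with DESeq2 and 10 with limma, the measured one included.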

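The paper reasons that p-values for FCR would be uniform if FCR were unrelated to expression, and from the test against a uniform distribution it concludes that the relation exists.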

Overall, the most significant covariate was RIN (Table 2), highlighting the importance of correcting for the RIN values when analyzing samples acquired in a non-laboratory setting. It has been previously shown that RIN has an impact on expression values, but explicitly controlling for this in a modeling framework should appropriately correct the data (Gallego Romero et al., 2014). Furthermore, many genes were differentially expressed between the breeds and due to age differences. 

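For RIN, 5775 of 11146 genes had an FDR under 0.1 with edgeR, 5583 with limma and 5628 of 10765 with DESeq2. With edgeR, expression rose with RIN in 2667 of them and fell in 3108. The smallest count came from leaving out the 2 pigs with RIN below 7, which gave 3971 genes. Across the 11146 genes, which are not independent replicates, the RIN and FCR coefficients had a Spearman correlation of 0.485.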

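For age, 196 genes had an FDR under 0.1 with edgeR (115 rising and 81 falling with age), 545 with DESeq2 and 281 with limma. This count was the most variable of the covariates, from 99 genes without a filter on low counts to 1200 genes with the first principal component of the model residuals added. For breed, DESeq2 gave 3723 genes and limma 3662.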

To quantify the observed link between expression and FCR, we continued with two strategies – analyzing the overall pathway enrichments for the most significant genes and creating gene expression modules based on network analysis of the gene expression profiles.

**TABLE 1:** Overview of genes with a FDR value < 0.1 in all 3 differential expression analysis.

Gene name	Breed	FDR	Regulation
PNCK	Landrace	0.0007	Down
Patr-A	Landrace	0.08	Down
MTMR11	Duroc	0.07	Up
C3	Duroc	0.02	Down
LCP1	Duroc	0.02	Up
TRIM63	Duroc	0.08	Down
KLHL30	Duroc	0.07	Down
NANOS1	Duroc	0.08	Up
IGHM	Duroc	0.07	Up
ETV5	Duroc	0.02	Down
MTFR1	Both	0.068	Down
MGAT4A	Both	0.098	Down
SLC38A2	Both	0.098	Up
MRPS11	Both	0.067	Up

*There is only a limited amount of genes differentially expressed at 0.1 FDR level for FE. 

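SLC38A2 (ENSSSCG00000000808; chromosome 5, 77113491 to 77127715) had a log2 change of 2.45 (SE 0.563) per unit of FCR and an FDR of 0.0698 with DESeq2, at 94.2 ± 35.7 CPM (SD, n = 13) in Duroc and 58.0 ± 16.2 CPM (SD, n = 28) in Landrace. With batch as a number in place of a factor its FDR was 0.220. MGAT4A (ENSSSCG00000008188; chromosome 3, 55560076 to 55667221) had a log2 change of -1.21 (SE 0.291, FDR 0.0904), at 13.4 ± 2.11 CPM in Duroc and 16.6 ± 1.94 CPM in Landrace. KYAT3 (ENSSSCG00000006925; chromosome 4, 127451475 to 127507766) had a log2 change of -0.93 (SE 0.226, FDR 0.0904), at 62.6 ± 9.10 CPM in Duroc and 66.3 ± 6.87 CPM in Landrace. With edgeR, the FDR was 0.284 for SLC38A2 and MGAT4A and 0.437 for KYAT3.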

Notably, out of 4 genes in the joint breed analysis there are two genes with mitochondrial related Gene Ontologies – MRPS11, MTRM1. 

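MRPS11 (ENSSSCG00000037343; chromosome 1, 191310547 to 191321951) had a log2 change of -1.44 (SE 0.327) per unit of FCR and an FDR of 0.0698 with DESeq2, at 20.4 ± 6.26 CPM (SD, n = 13) in Duroc and 20.7 ± 4.69 CPM (SD, n = 28) in Landrace. MTFR1 (ENSSSCG00000006219; chromosome 4, 68902854 to 68969998) had a log2 change of 2.54 (SE 0.614, FDR 0.0904), at 2.10 ± 0.573 CPM in Duroc and 1.95 ± 0.487 CPM in Landrace. Its counts were low, from 19 to 92 per pig. The FDR was 0.284 for MRPS11 and 0.353 for MTFR1 with edgeR. Without age in the model DESeq2's filter on mean counts left neither gene with an adjusted p. Their log2 changes were then -1.347 for MRPS11 and 2.27 for MTFR1.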

MTFR1 has been implicated in eating quality (measures of meat quality post-cooking) in cattle (Jiang et al., 2009) and as a meat PH QTL in pig (Chung et al., 2015). 

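KLHL30 (ENSSSCG00000026600; chromosome 15, 137709315 to 137721806) had a log2 change of -3.68 (SE 0.887, FDR 0.0740, DESeq2) per unit of FCR in the Duroc pigs, at 53.8 ± 20.6 CPM (SD, n = 13). In the Landrace pigs it had a log2 change of 1.65 (SE 1.5, p = 0.272) at 47.9 ± 21.0 CPM (SD, n = 28), and the difference between the breeds had p = 0.0959 and FDR 0.934 as an FCR by breed term in edgeR. With edgeR the FDR of KLHL30 in the Duroc pigs was 0.786.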

Also interesting to note that TRIM63 has been suggested as a biomarker for difference in response to exercise-induced muscle damage (Baumert et al., 2018), KLHL30 has been associated with intramuscular fat and muscle metabolism in Nelore Cattle (Dos Santos Silva et al., 2019). MGAT4A has been linked to diabetes and glucose transport (Ohtsubo et al., 2005).*

**TABLE 2:** Overview over the number of genes with FDR < 0.1 in the joint breed analysis for all 3 methods and each covariate.

Trait	Deseq2	Limma	EdgeR
FCR	4	0	0
Breed	3633	3679	3428
RIN	5572	5763	5779
Age	503	189	328

*In general, we have modest amount of DE genes for FE, while our other covariates have many significant genes associated with them.*

**FIGURE 1:**
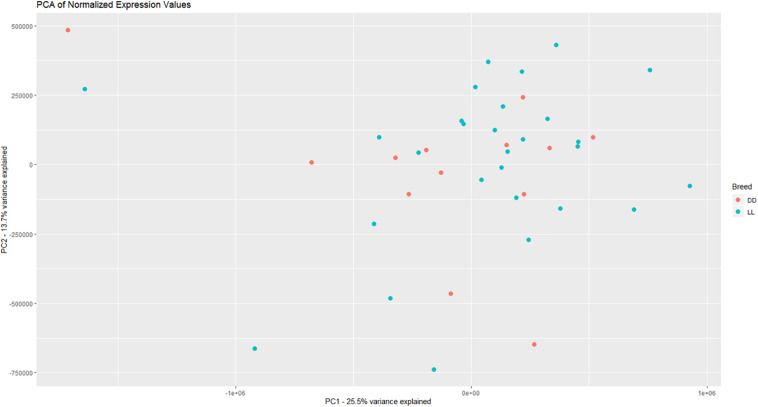
Visualization of the two first principle components in the expression data, with DD being Duroc and LL being Landrace. There is not a clear separation between breeds based on the overall expression, giving credence to a joint breed analysis of the data.

**FIGURE 2:**
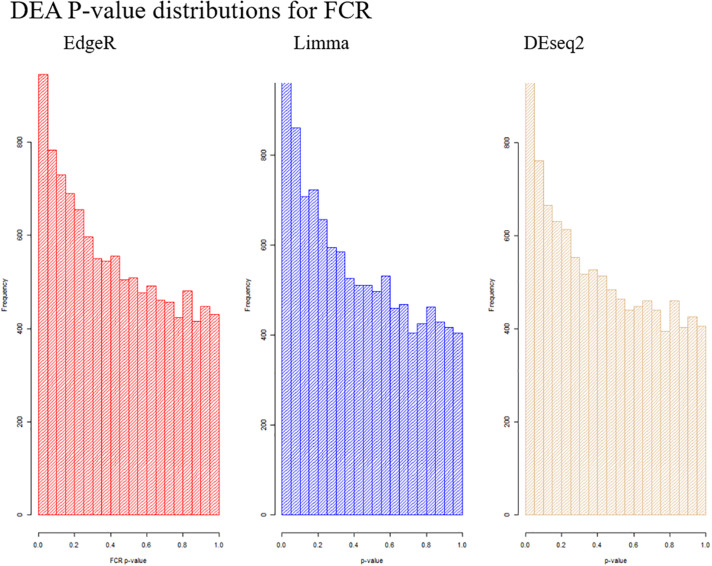
Visualization of the distribution of the *p*-values testing the relation between FCR and gene expression for all three analysis methods. It is clear in all cases that we observe an anti-conservative distribution, that is, there is an overweight of low *p*-values.

### Enrichments Analysis

The first step in an enrichment analysis is to select a suitable set of genes. The most general strategy is to pick genes that are differentially expressed after multiple testing correction for such a set. Based on the DE results, we did not have enough of DE genes for selecting a meaningful gene set for enrichment analysis, but we were able to demonstrate an overall relation between FCR and gene expression (Figure 2). One could select genes with an uncorrected *p*-value below 0.05 for pathway enrichment, but this is somewhat arbitrary selection (Butler and Jones, 2018). Instead, we made an estimation of the number of surplus low *p*-values in comparison to uniformly distributed *p*-values. 

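The divergent count was 1065 with edgeR, 1022 with DESeq2 and 1113 with limma. Leaving age out of the model moved it most, to 1724, 1618 and 1819. The highest edgeR p among the genes so selected was 0.0554.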

The uniform *p*-values represented the null hypothesis of no overall relation between FCR and gene expression. We called this value the divergent count. 

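With the permuted FCR residuals the median divergent count was 114 with edgeR, 96.5 with DESeq2 and 98 with limma, against 0 for evenly spread p-values. The highest values over the 100 permutations were 2802, 2654 and 2738. In counts simulated without any FCR effect, where genes vary independently, the 3 methods gave 134, 112 and 139.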

In essence, we estimated the interval with the maximum positive divergence between our observed *p*-value frequencies and the same number of uniformly distributed *p*-values, assuming an approximately monotonely decreasing *p*-value distribution in our results (Figure 3). This had the advantage of not relying on arbitrary cutoffs, instead giving a set of genes proportional to the overall divergence of the *p*-value distribution. As the divergence calculated was analogous to the test metric of the KS-test, the probability of observing the empirical observed divergence was given by our KS-test above (*p* < 10^–16^). 

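The divergent sets of all 3 methods shared 913 genes, which was 74.3% of the 1228 genes in any of them. Expression rose with FCR in 438 of the shared genes and fell in 475. After permutation of the FCR residuals the shared set held a median of 53.5 genes, and it was at least as large as the measured one in 11 of 101 fits, the measured one included.

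**Figure D1:**
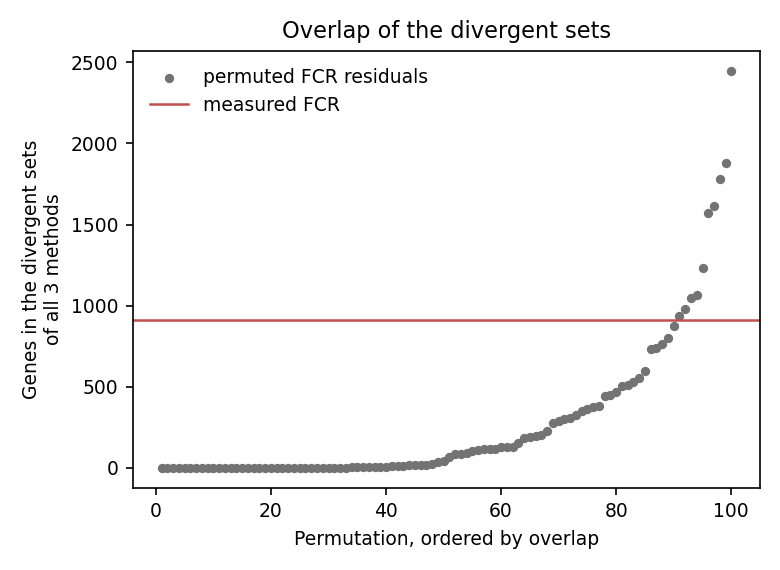
Number of genes in the divergent sets of all 3 methods (vertical axis) for each of 100 permutations of the FCR residuals among the 41 pigs, ordered by that number (horizontal axis), with the line at the number for the measured FCR. The measured overlap is 913 genes and the highest permuted overlap is 2449 genes.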

Based on the overlap of the genes selected between the 3 DE methods, the majority of the selected genes are identified by all three methods (Figure 4). This indicates that the final gene set for pathway enrichment was robust. To identify enriched functional pathways in the final overlapping gene set, we used GOrilla (Eden et al., 2009). In GOrilla, it is possible to give a background set to base the analysis on, making it advantageous for expression data, as it allows us to use genes expressed in our data as a background. 

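The GO annotation behind GOrilla is not used here, so the genes were taken by their symbols. Of the 58 mitochondrial ribosomal protein genes (symbols MRPL and MRPS) with at least 5 counts in every pig, 18 were in the shared divergent set, which is 31.0% of them against 8.48% of all 10765 genes. The odds ratio was 4.93 (95% confidence interval 2.65 to 8.85; Fisher's exact test, two-sided, p = 7.51e-07), and it was highest, at 5.56, with batch as a number. With the permuted FCR residuals, an odds ratio as high occurred in 2 of 101 fits, and as many of these genes in the set in 3, the measured one included. Most permuted sets were too small for a fair comparison, with a median of 53.5 genes and a median odds ratio of 0. Among permuted sets at least as large as the measured one, the highest odds ratio was 3.671. Of 27 genes of the NADH ubiquinone oxidoreductase group (symbols NDUF), 10 were in the set (odds ratio 6.40, 95% confidence interval 2.61 to 14.9, p = 4.06e-05 from the same test). Fisher's test treats genes as independent, while the NDUF genes had a correlation of 0.628 with one another. Their odds ratio was not compared with permuted FCR residuals, so this p overstates the evidence. Of the 9 genes read from Supplementary Data 2 under mitochondrial translational elongation, 8 were in the set. That list came from the paper's enrichment analysis of its own FCR set in the same pigs, so this overlap is not separate evidence of enrichment.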

We identified, 5 terms as significant post-multiple corrections, with 4 out of these being related to mitochondrial ontologies (Supplementary Data 2). A summarized output of the significant GO terms after multiple testing correction based on the GOrilla analysis, using Revigo (Supek et al., 2011) revealed translation elongation as the main overall grouping of the terms (Figure 5).

**FIGURE 3:**
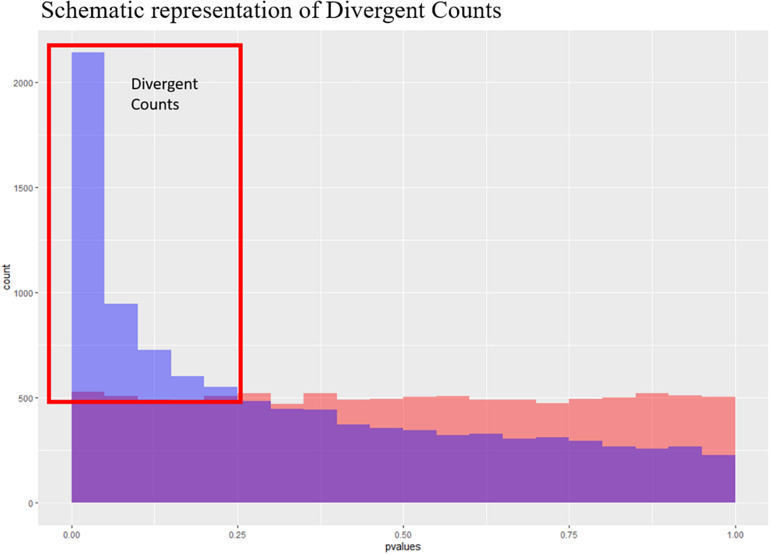
Schematic representation of the divergent counts. Here we see to theoretical *p*-value distributions, one which is uniform (in red) and one which is anti-conservative (blue). The purple area is where they overlap, and the blue area is the area used to estimate the divergent counts.

**FIGURE 4:**
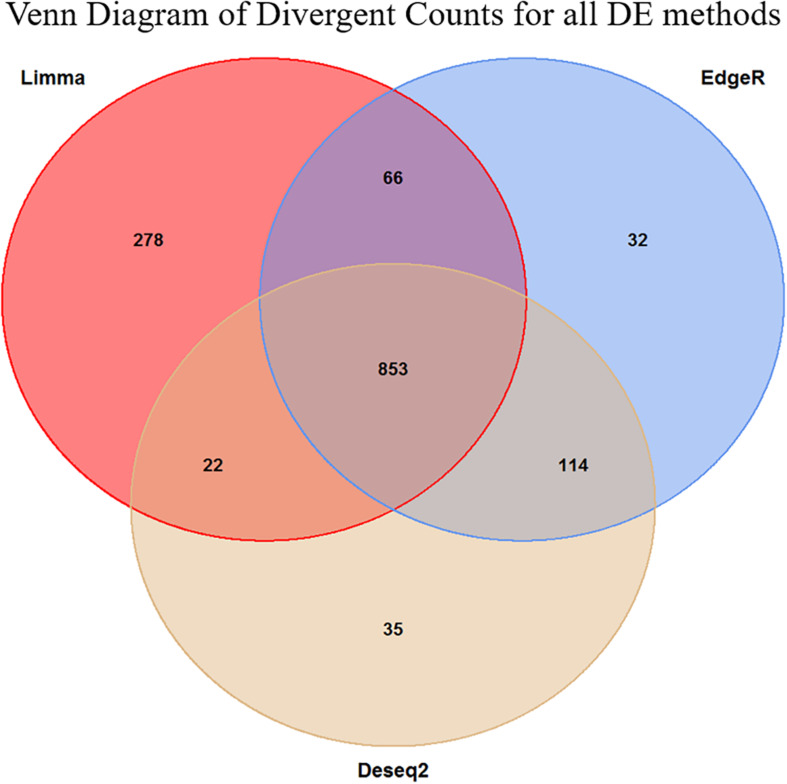
Venn diagram of the overlap in the divergent counts between the three methods. We see here that the Limma is overall less conservative than the two other methods, but in general, the methods are in high agreement with each other. The final set of genes selected for the enrichment analysis was the 853 triple overlapping set.

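Outside the shared set, 122 genes were selected by limma only, 26 by edgeR only and 21 by DESeq2 only. The pairs of methods shared 68 further genes between edgeR and DESeq2, 58 between edgeR and limma, and 20 between DESeq2 and limma.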

**FIGURE 5:**
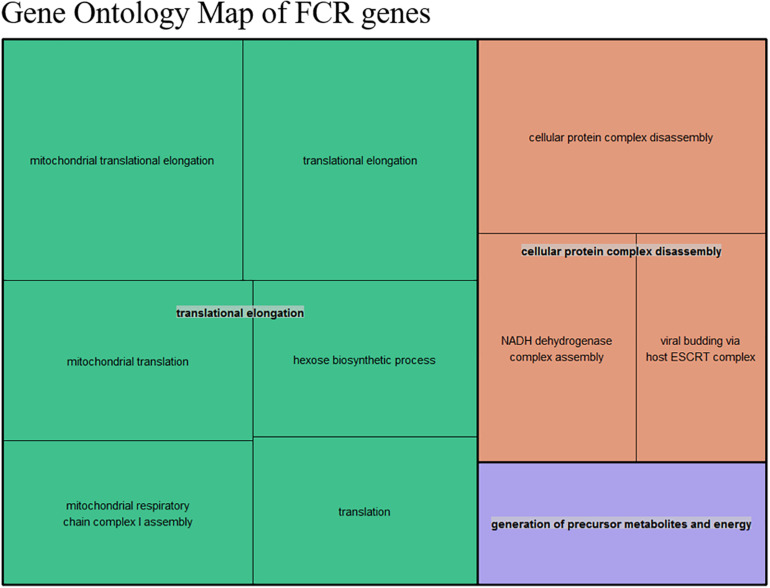
Summarized representation of significant GO- for the genes set generated from the divergent count (853 total genes) overlap based from the DE analysis of FCR. The size of the boxes is scaled according to the −log10 of the *p*-value. The most significant individual terms are all in the translation, indicating a link between mitochondrial activity and FE.

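Of the mitochondrial ribosomal protein genes in the shared divergent set, 17 were lower and 1 was higher at high FCR, and all NDUF genes of the set were lower. Over all 58 MRPL and MRPS genes, the mean log2 change per 0.1 FCR was -0.055 ± 0.054 (SD over genes), with 50 genes lower (limma camera test, p = 0.0261). The 27 NDUF genes had a mean of -0.067 ± 0.038, with 25 lower (p = 0.105). After permutation of the FCR residuals, a mean as large in size, in either direction, occurred in 2 of 101 fits for MRPL and MRPS. For NDUF it occurred in 9 of 101, the measured fit included in each number. With library size as the only scaling, the mean was 0.0030 for MRPL and MRPS (p = 0.0561) and -0.0083 for NDUF (p = 0.137), while the median of all genes moved from 0.0026 to 0.060. Relative to that median, the MRPL and MRPS genes were at -0.058 with TMM and at -0.057 with library size only. An FCR by breed term had p = 0.123 for the MRPL and MRPS genes and p = 0.230 for the NDUF genes. From the terms enriched in this set, the paper proposes a link between mitochondrial activity and feed efficiency.

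**Figure D2:**
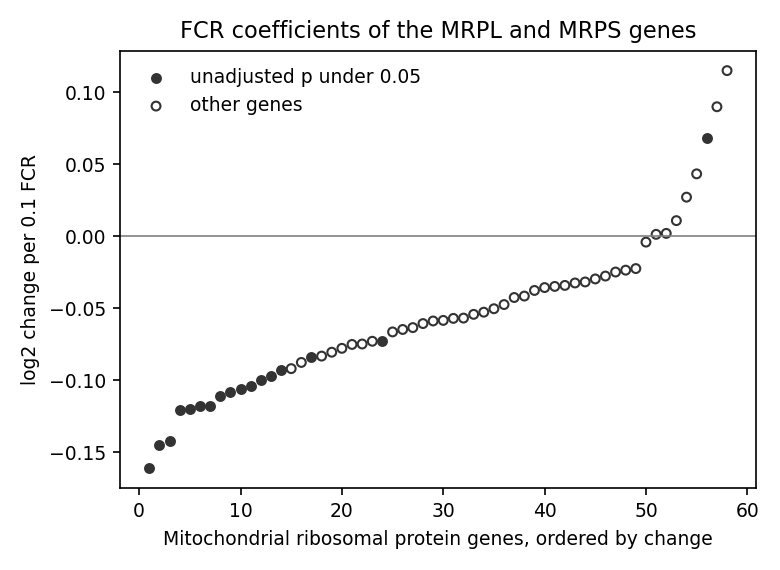
Log2 change per 0.1 FCR (vertical axis) of the 58 MRPL and MRPS genes in the joint limma model of 41 pigs with TMM scaling, each gene a point, ordered by change (horizontal axis), with filled points for an unadjusted p under 0.05. With this scaling 50 genes lie below 0, and with library size only 30 of them do.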

### Gene-to-Gene Expression Interaction Analysis

Many strategies can be used to take advantage of the interaction or co-expression between genes. We applied modeling of pairwise gene interactions explicitly including the phenotype as an outcome variable in the model. This can be advantageous when dealing with complex phenotypes, as it may make it possible to capture subtle biological variation. We performed the gene interaction analysis based on the set of genes we identified from the overlap of all 3 methods from the DE analysis, based on the calculated divergent count for each method. 

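The pairwise model was fitted to the 913 genes of the shared divergent set, which make 416328 pairs. Each gene's normalized counts were adjusted for RIN, age, breed and batch and scaled, and FCR was regressed on a pair of genes and their product. Of all product terms 3.69% had p under 0.05. UBE2Q2 (ENSSSCG00000027457) had the highest divergent count over its pairs, 378, followed by RCHY1 (ENSSSCG00000008969) with 315 and SFT2D3 (ENSSSCG00000015860) with 306. The median gene had a divergent count of 4.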

When comparing the empirical values with the bootstrapped values the maximum bootstrapped divergent count was 83, while there were 193 genes with a divergent count over 83 in the empirical data. 

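In 100000 bootstrap samples of 913 p-values each, the highest divergent count was 45, and 211 genes (23.1%) exceeded it. FCR adjusted for the covariates moved this number most, to 191. The bootstrap draws p-values singly, whereas the p-values of one gene share that gene's values. FCR was therefore also permuted among the pigs 100 times, with the bootstrap redone for each permutation with fewer samples, under which 267 genes exceeded the maximum for the measured FCR. The permuted values had a median of 293 such genes, from 186 to 416, and 75 of 101 fits had as many as the measured one, itself included. The paper reasons from its number of bootstrap samples that the interactions it observed are unlikely to be random.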

As the bootstrapping was based on 10^5^ samplings, it verifies that the empirically observed interactions are quite unlikely to be random effects. One caveat is that as this analysis was based on genes pairs, the divergent counts of each gene were not independent from the values of other genes. Due to the issue of independence and general concern of data size and weak effects we used a conservative qualitative heuristic and focused on the top 20 genes based on our methodology in the discussion.

### Weighted Gene Network Analysis

Based on our network analysis, we identified 19 distinct modules after correcting for RIN and merging the modules based on similarity. 

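The network was rebuilt from the counts of the 10765 genes, without correction, as an unsigned network, with an own implementation of the tree cutting step. No power up to 20 reached a scale-free fit of 0.85, and 20 was used. This gave 54 modules, and 37 after modules with similar eigenvalues were merged, with 4621 genes in none. A network with power 6 moved the number most, to 15 modules. Eigenvalues were computed from TMM-normalized counts adjusted for RIN. The modules called red and turquoise here are those that hold the largest number of the matched hub genes which the paper lists for these colours.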

Due to the initial DE results, we decided not to focus individually on Landrace or Duroc pigs in the network analysis, and thus the network was generated combining both breeds. The hierarchical clustering of the modules might give the impression that the network is poorly constructed, as the module dendrogram representation is not very clear (Figure 6A). In general, some modules were tightly clustered based on the dendrogram, such as the red module, while others seemed more diffuse. One should realize however, that the modules themselves were based on N × N matrix, where N is > 10^5^. Thus, the dendrogram could only act as a visual guide, and not show the full picture. Therefore, we relied on the correlation between module eigenvalues and traits combined with pathway analysis of the modules to assess if the modules were biologically meaningful. The effect of the removal of the effect of RIN on a gene by gene basis effectively removed any correlation between RIN and the eigenvalues of our modules (Figure 6B). 

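The Pearson correlation of RIN with the eigenvalues of the red and turquoise modules was 0, as the adjustment fixes it. The rank correlation, which it does not fix, was 0.167 (permutation p = 0.295) for the red module and -0.116 (permutation p = 0.466) for the turquoise module.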

Several of the modules were well correlated with the breed and age, with correlation > 0.5, while FCR was mainly correlated with two modules, the red and turquoise (Figure 6B). 

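The red module's eigenvalue had a correlation of -0.459 with breed (Landrace 1, Duroc 0; permutation p = 0.00263, Spearman -0.478 with p = 0.00204) and of -0.267 with age (permutation p = 0.0935, Spearman -0.138 with p = 0.389). Without the 2 pigs with the farthest eigenvalues these were -0.509 and -0.180. Over 8 such correlations of eigenvalues with breed and age, the Benjamini-Hochberg adjusted p was 0.0053 and 0.107. In batches 2, 3 and 5 the correlation with age was -0.682, -0.014 and -0.262, while the Duroc pigs in a batch were too few for breed.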

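The module with all 7 matched red hub genes held 52 genes, and the module with 5 of the 10 turquoise hub genes held 899 genes. In a signed network these modules held 298 and 4049 genes, on log2 CPM 1567 and 1349, with power 6 102 and 4473, and with a minimum module size of 50 52 and 826.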

The red and turquoise modules included 391 and 3744 genes, respectively. The red module was more correlated to breed and age than FCR, but previous knowledge indicated that breed and FCR are generally correlated between Durocs and Landrace, as Durocs are more efficient. Furthermore, age was correlated with FCR (0.5) in the sampled pigs. It should, however, be noted that the age-FCR correlation in the pigs was created due to the ending of the feeding trail being based of a fixed weight of 100 kg. Thus, the lower FCR pigs took longer time to reach 100 kg, and had a higher slaughter age and tissue sampling age. This means that the correlation was not due to underlying biological effects. 

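The correlation of age with FCR was 0.513 (permutation p = 0.00058, Spearman 0.517 with p = 0.00063), so that pigs with a lower FCR were younger at sampling. Without the 2 pigs farthest from the median age it was 0.43 (permutation p = 0.00616). It was 0.627 in batch 2 (n = 15), 0.752 in batch 3 (n = 9, exact permutation test, p = 0.0205) and 0.465 in batch 5 (n = 11). Within the breeds it was 0.202 in Landrace (n = 28, permutation p = 0.304) and 0.367 in Duroc (n = 13, permutation p = 0.217), and with breed taken out of both measures it was 0.278 (permutation p = 0.0804). The labelled FCR values, from 1.83 to 2.25, were read as feed over gain, as in the paper's introduction. As gain over feed they would mean more weight gained than feed eaten, which argues against that reading of the labels. The paper's methods give gain over feed, under which its statement on age would have the direction found here.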

The turquoise module showed highest correlations with FCR (Figure 6B). 

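The correlation of the turquoise eigenvalue with FCR was 0.523 (permutation p = 0.0005, Benjamini-Hochberg adjusted p = 0.00081 over 4 eigenvalues, Spearman 0.464 with p = 0.0026). Without the 2 pigs with the farthest eigenvalues it was 0.401 (permutation p = 0.0112). In batches 2, 3 and 5 it was 0.461, 0.722 and 0.545. By breed it was 0.673 in Duroc (n = 13, permutation p = 0.0121), and -0.0881 in Landrace (n = 28, permutation p = 0.654), and it was 0.272 with breed taken out (permutation p = 0.0855). The slope on FCR differed between the breeds (permutation p = 0.00681, Benjamini-Hochberg adjusted p = 0.0272 over 4 eigenvalues). For the 10 turquoise hub genes alone the correlation with FCR was 0.500 (permutation p = 0.00081, Spearman 0.424 with p = 0.00599), and 0.410 without the 2 farthest pigs. It was 0.449 in Duroc (permutation p = 0.123), 0.236 in Landrace (permutation p = 0.228), 0.324 with breed taken out (permutation p = 0.0383) and 0.331 with breed, age and batch taken out (permutation p = 0.0345).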

We performed pathway analysis using GOrilla and Revigo on the genes in the red and turquoise modules (Figures 6C,D, respectively). In both the red and turquoise modules, a large number of GO terms were significantly overrepresented after multiple testing correction (see Supplementary Data 4, 5 for the full list of red and turquoise GO-terms, respectively), indicating that the modules represented specific biological pathways. 

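The red module held 9 of the 27 NDUF genes in the network (odds ratio 124; Fisher's exact test, two-sided, p = 3.03e-15). Of the 9, 5 were hub genes by which the module was chosen. Without the hub genes it held 4 of 22 NDUF genes (odds ratio 58.0, p = 1.85e-06). It held 1 of the 58 mitochondrial ribosomal protein genes (odds ratio 3.67, p = 0.245 from the same test).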

In the red module, the most significant group of terms was related to mitochondria. These terms were grouped into three overall groups – translation elongation, electron transport chain and hydrogen ion transmembrane transport (Figure 6C). This mirrors our finding from the DE analysis and the gene interaction analysis. 

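The eigenvalue of the red module was lower at high FCR, with a correlation of -0.516 (permutation p = 0.00063, Benjamini-Hochberg adjusted p = 0.00081 over 4 eigenvalues, Spearman -0.535 with p = 0.00037). Without the 2 pigs with the farthest eigenvalues it was -0.583 (permutation p = 0.00012). In batch 2 it was -0.533 and in batch 5 -0.532, but in batch 3 it was 0.00734 (n = 9, exact permutation test, p = 0.985). For the 7 matched red hub genes alone the correlation was -0.557 (permutation p = 0.00015, Spearman -0.564 with p = 0.00013), and -0.468 without the 2 farthest pigs (permutation p = 0.00277). It was -0.693 in Duroc (n = 13, permutation p = 0.00848) and -0.202 in Landrace (n = 28, permutation p = 0.3), and the difference in slope between the breeds had a permutation p of 0.105. In batches 2, 3 and 5 the hub genes gave -0.490, -0.115 and -0.629.

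**Figure D3:**
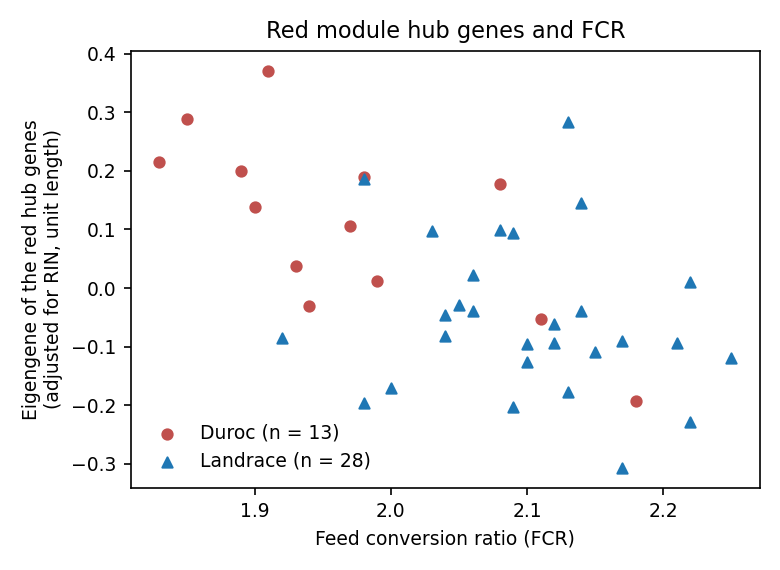
Eigenvalue of the 7 matched red hub genes after adjustment for RIN (vertical axis, unit length) against the feed conversion ratio (horizontal axis), each point a pig, with 13 Duroc and 28 Landrace pigs. The eigenvalue falls with FCR over all pigs, with a correlation of -0.557, and of -0.202 among the Landrace pigs.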

As the module had a negative correlation with FCR, indicating a relation between higher mitochondrial activity and lower FCR, thus higher efficiency. 

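The GO annotation behind GOrilla is not used here for the turquoise module. Of 8 genes that could be read from Supplementary Data 5 under DNA repair and were in the network, 3 were in the turquoise module. It held 0 of the 58 mitochondrial ribosomal protein genes (Fisher's exact test, two-sided, p = 0.014).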

In the turquoise module, there was one large grouping of terms – DNA repair. This category included many GO terms, related to RNA, DNA, amino acid and nucleic acid metabolism and processing (Figure 6B). We also calculated the top 10 genes in terms of module connectivity in the red and turquoise modules (Supplementary Data 6). Interestingly, in the red module, 7 out of 10 genes belonged to the NADH ubiquinone oxidoreductase group (NDUF), with the remaining 3 also being implicated in mitochondrial function. Thus, the mitochondrial genes were both overrepresented in the red module and the most connected within the module. 

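Of the genes in Supplementary Data 6, 17 of 20 symbols were matched. In the red module NDUFS8 had a within-module connectivity of 2.04, NDUFA10 of 1.87, NDUFB8 of 1.54, ATP5MC1 of 1.49, and NDUFA11 and NDUFS3 of 1.48 each. MICOS13 had a connectivity of 0.652 and ranked 17 in the module. The most connected gene was ENSSSCG00000024144, for which the table of gene names gives no symbol, with 2.42. From the hub genes and the enriched terms, the paper states that mitochondrial genes were overrepresented and the most connected in the module.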

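TRAPPC8 was the most connected gene of the turquoise module, with a connectivity of 30.3, followed by SART3 with 28.5 and CTNNB1 with 27.6. UBR2 ranked 5 with 26.2 and PICALM ranked 11 with 24.2. MTREX, RAB3GAP1 and TRMT1L were together in another module, with connectivities of 25.0, 20.3 and 23.8, and HNRNPR and CHM were each in a further module.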

In the turquoise module, the results were unclear, as the most connected genes did not belong to any specific process, but instead covered a range of general processes that are important for cell function. This fits well with the large size of the module and the overrepresented GO terms found.

**FIGURE 6:**
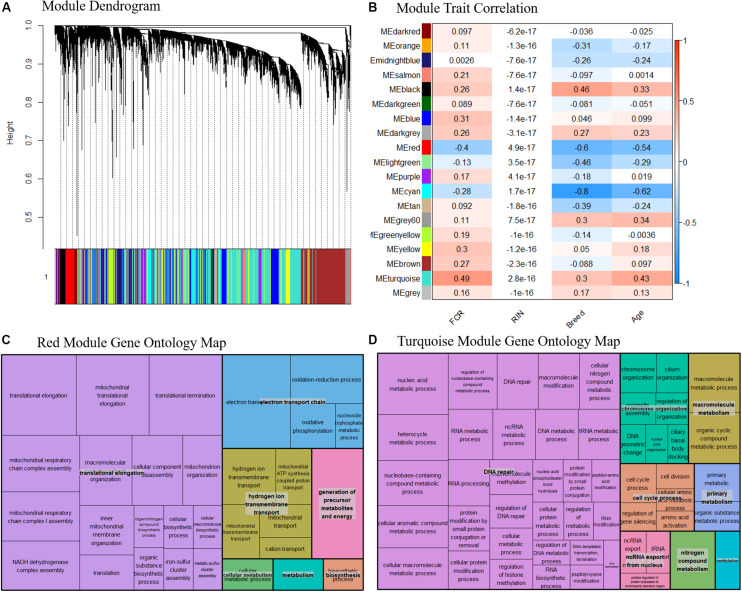
**(A)** Dendrogram over the module clustering. Looking at the visual clustering not all the modules look equally well defined, but it should be noted that the actual relations in given module cannot be simplified to two dimensions, as the all the relations between the genes exist in N dimensional space, where N is the number of genes. **(B)** Correlation between module eigenvalue and our traits, including RIN. We see here that the correlation to RIN is essentially 0 in all cases, indicating our linear correction method has worked well. Based on the top two modules **(C)** Summarized representation of significant GO- for genes in the red module of the WGCNA network analysis. The three largest groups are all associated with mitochondria, mirroring the results found in the differential expression analysis and the gene interaction analysis. **(D)** Summarized representation of significant GO- for genes in the turquoise module of the WGCNA network analysis. The main grouping here is DNA repair, which is not found in our other analysis. This may represent that increased energy expenditure on maintenance processes is reducing FE.

### Human Exercise Data

To test the hypothesis that improvements in efficiency could be linked to a state mimicking exercise, we compared our divergent counts genes for FCR and the genes differentially expressed between breeds with three different human exercise datasets [33–35]. We compared if there was a higher proportion of genes that were significant for exercise-mediated changes in the subset of genes which were identified based on differences in breed and FCR, in relation to the remaining background set of genes remaining genes. For all 3 datasets there was a higher proportion of significant genes in the breed and FCR sets versus the background set, as the odds ratio between the subsets and the background was always below one (Table 3). In general, the results for the breed related genes were more significant than for the FCR genes, but they showed similar ratios. This is likely because there were roughly 4 times more breed genes, yielding higher statistical power. 

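In the pigs, 2836 genes had an FDR under 0.05 for breed with edgeR, the threshold of the comparison with the human data.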

The results did give some confirmation to the hypothesis that the FCR and breed related genes were more significant than for exercise related changes than the background genes. We also did pathway enrichment analysis for the genes that were significant in any of the human data sets and in the breed, and FCR set respectively (Figures 7A,B). In the human-breed overlap genes, the main categories were cellular metal ion homeostasis and anatomical structure development, based on 702 genes. For FCR, only 42 genes overlapped with the significant human genes. This means the overall pool of genes was too small for significant enrichment, but the main pathway identified was regulation of transcription from RNA polymerase II promoter.

**TABLE 3:** Results of Fisher exact test comparing the number of genes significant for difference in rested and exercised muscle in divergent count genes for genes found in the divergent count for FCR and breed and the background for each of the 3 human data sets [dataset 1 (Devarshi et al., 2018), dataset 2 (Murton et al., 2014), and dataset 3 (Popov et al., 2019)].

Data	*P*-value breed	Odds ratio breed	*P*-value FCR	Odds ratio FCR
Dataset 1	0.0017	0.79	0.0046	0.71
Dataset 2	0.0012	0.85	0.22	0.9
Dataset 3	0.12	0.84	0.47	0.88

**FIGURE 7:**
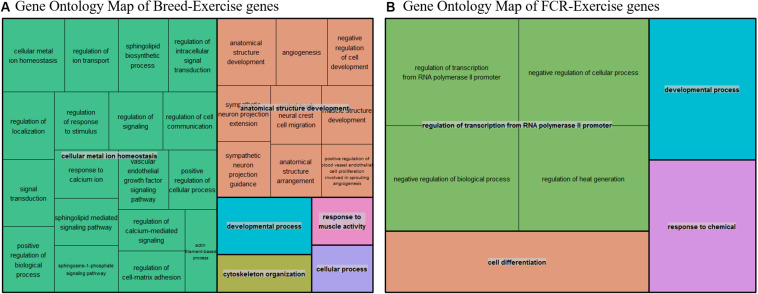
**(A)** Summarized representation of significant GO- for genes significantly associated with exercise in one of the three human dataset and between the breeds, based on a total of 702 genes. The size of the boxes is scaled according to the −log10 of the *p*-value. Here we find two overall main categories, cellular metal ion homeostasis and anatomical structure development. **(B)** Summarized representation of significant GO- for genes significantly associated with exercise in one of the three human dataset and in our divergent set for FCR. The size of the boxes is scaled according to the −log10 of the *p*-value. Here the main process is regulation of transcription from RNA polymerase. Overall, the categories are not very significant here as it is only based on 42 genes.

## Discussion

There have been four previous studies analyzing the muscle transcriptome in an FE context (Jing et al., 2015; Vincent et al., 2015; Gondret et al., 2017; Horodyska et al., 2018b).

The study by Gondret et al. was based on selecting divergent FE lines of Large White pigs for 8 generations. It included a total of 24 pigs and was based on microarrays. They reported a high number of differentially expressed genes between the low and high RFI groups (2417), but it is not clear from their paper how many probes were included in the statistical analysis and how this may have affected multiple testing correction. They also reported that a gene was considered differentially expressed if one probe met the cutoff regardless of the amount of probes in a given gene. They reported mitochondrial electron chain transport, glucose metabolic process and generation of precursor metabolites and energy as pathways significantly associated with RFI.

The study from Horodyska et al. used 16 pigs, but included 8 pigs of each gender. They used an uncorrected *p*-value of 0.01 as their significance threshold for DE, without properly motivating this decision. They reported 272 genes with *p* < 0.01, which is similar to what we found in the DESeq2 analysis (243 genes with *p* < 0.01). However, we have included less genes in the analysis (14497 vs. 10563).

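Here, 251 of 10765 genes had an unadjusted DESeq2 p under 0.01 for FCR. With edgeR it was 203 and with limma 211 of 11146 genes.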

Vincent et al. (2015) included 16 female Large Whites from divergent RFI lines. Their study was based on microarray. They reported their results based on uncorrected *p*-values in both expression and proteomics. As in our study, they found mitochondrial related probes being significantly associated to RFI.

Finally, in Jing et al., a total of 6 Yorkshire pigs were used, based on the selection of high and low extreme values for RFI values in 236. They reported 645 DE genes, with 99 genes having a reported FDR lower than 0.05. However, selecting such few samples at the extreme end of FE does raise the question of replication, as the large differences in RFI/FCR they achieved could easily be caused by factors that are not generally applicable, such as underlying disease. Indeed, it is not realistic to observe such large differences in FE based solely on genetics in a production population, based on the distribution we find in our data. They found that the most significant pathways in their data were mitochondrial activity, glycolysis and the myogenesis pathways.

If we compare our study with the previously reported studies, we have the highest number of samples reported (41) and we included two breeds, which none of the other studies did. In contrast to other studies, we did not have any divergent selection for FE, but the Duroc pigs in this study have been more strongly selected for FCR than the Landrace pigs, giving us a level of divergence based on real breeding goals and current pig industry practices. Having this setup does present advantages and disadvantages. The advantage in relation to the other studies is that the results may generalize better across breeds. The disadvantage is that we may have fitted breed effects instead of phenotypic effects, but breed is accounted for in all the performed analysis. The other main difference is that we have fitted FCR as a continuous value. In general fitting a continuous value should be more applicable to pig production. In breeding populations, FE is a continuous variable, and so are breeding values. When breeding values are predicted, they are assumed to be a sum of additive effects, and not a binary categorization. Beyond this, in pig production, there is no low FE selected line to contrast with, so while the studies using divergent lines may identify biological factors that affect FE, these may not be relevant to non-divergent populations. Despite the issues presented with these four previously conducted studies, it is notable that mitochondria are reported to be related to FE multiple times, as well as in this study. Another general issue which arose, is how to deal with statistical issues in analysis of FE. From the various studies presented above it is clear that the connection between FE and the muscle transcriptome is subtle. Here, we tried to tackle this issue by not being overly conservative, but still applying multiple testing correction using a FDR of 0.1 level for individual results in our DE analysis. Furthermore, we relied on the overall distribution of results and/or combination of genes in groups, to avoid relying on individual weak effects.

### Differential Expression Analysis and Pathway Enrichment

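Of the 14 symbols in Table 1, 12 were matched to a gene identifier, and all 12 had a DESeq2 FDR under 0.1 in the analysis the table gives. Genes past this threshold that the table does not list were KYAT3 in the joint analysis, DUSP1 and CLDN1 in Duroc, and CCDC167 and SLC19A2 in Landrace. ENSSSCG00000037775 in Duroc and ENSSSCG00000001229 in Landrace also passed it. They have no symbol here and could be genes of the table, since IGHM in Duroc and Patr-A in Landrace were not matched. When the FCR residuals were permuted, at least 1 gene had an FDR under 0.1 in 84 of 100 permutations in Duroc and in 46 of 100 in Landrace.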

In the DEA, we identified 14 genes with an FDR value below 0.1. Of these 14, six genes had been associated with production traits or other functionality that could be relevant in an FE context. As in previous studies, we found genes related to mitochondria (MRPS11, MTRM1). We also identified a gene associated with glucose metabolism (MGAT4A) (Ohtsubo et al., 2005). Two genes were associated with meat quality phenotypes in cattle and pig (MTRF1, KLH30) (Jiang et al., 2009; Chung et al., 2015; Dos Santos Silva et al., 2019). Perhaps the most interesting result, is that one of the genes found in the Duroc analysis, TRIM63, has been associated as a biomarker for differences in response to exercise induced muscle damage (Baumert et al., 2018), which ties into our comparison to human data. 

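TRIM63 (ENSSSCG00000027684; chromosome 6, 83493200 to 83507471) had a log2 change of -3.51 (SE 0.726, FDR 0.0150, DESeq2) per unit of FCR in the Duroc pigs, at 327 ± 115 CPM (SD, n = 13). In the Landrace pigs it had a log2 change of -1.29 (SE 1.80, p = 0.472) at 383 ± 184 CPM (SD, n = 28), and the difference between the breeds had p = 0.301 and FDR 0.938 as an FCR by breed term in edgeR. With edgeR its FDR in the Duroc pigs was 0.786 and its unadjusted p 0.000371.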

No general conclusions about the general pathways involved in FCR could be made, given the low amount of DE genes.

Instead, we chose to use a novel approach for selecting an expanded set of genes to make a pathway analysis possible. First, to make the analysis more robust, we choose to base the pathway analysis on results from three DE expression methods. Furthermore, we chose to select genes based on the overall divergence from the null hypothesis of our *p*-value distribution, as this should represent a set of genes that was likely to be associated with our trait, even if the genes were not significant based on individual FDR corrected *p*-values. To our knowledge, this was a novel way of selecting a group of genes, which we called the divergent count. This method was motivated and based on two important factors. First, we required a left-skewed *p*-value distribution, which should be approximately monotonely decreasing, which was the empirical distribution of our *p*-values (Figure 2). Second, the divergence must be significant. Due to the way we calculated our divergence, the probability of a given divergence is well understood, and is simply the KS-test of the *p*-values. The enriched pathways in our dataset selected based on the divergent counts revealed that all significantly enriched pathways were associated with mitochondrial genes (Supplementary Data 2). The association of mitochondrial activity and FE has been found in several species beyond the pig studies already mentioned above, such as cattle and broiler chicken (Connor et al., 2010; Bottje et al., 2017). While this is not a novel result, we found it in a novel setting, with a larger sample size, a novel population and using a continuous value for FCR. This acts as further evidence to the link of mitochondrial activity and FE, but also as evidence that it may be relevant in real breeding populations, and not only in divergently selected test populations. Finally, it also gives us some biological confirmation of the genes selected by the divergent count, due to the confirmation of previous results.

### Gene-to-Gene Expression Interaction

The gene expression interaction analysis was a novel way of finding genes with a high degree of interaction with other genes in relation to a trait of interest, which had not been applied to FE in pigs before. According to the way we modeled the effects and selected the top genes identified were the genes that had most significant interactions effects with other genes in relation to changes in FCR. From the top 20 genes (Supplementary Data 3), the most interesting genes based on previous literature and function were: several transcription regulators: ETV1 (an androgen receptor activated gene), LF1 (transcription factor) and KDM4C (transcription activator and growth related gene) (Bray and Kafatos, 1991; Cai et al., 2007; Gregory and Cheung, 2014); two mitochondrial genes, KMO and MRPS11 (Meinke et al., 2019); two genes related to muscular atrophy – GEMIN7 and PLPP7 (Baccon et al., 2002; Meinke et al., 2019); one gene implicated in heart development BIN1 (Nicot et al., 2007), two lipid metabolism/obesity related genes ACOT11 and GPD1 (Adams et al., 2001; Park et al., 2006); and finally 3 genes associated with specific traits in pig IL2RG (Immune system in pigs) (Suzuki et al., 2012), GGPS1 (meat quality) and PPARA (weak association with fat percentage) (Szczerbal et al., 2007). 

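All 20 of these genes were in the shared divergent set here. Their divergent counts over pairs had a median rank of 509.5 among the 913 genes, and 4 were above the bootstrap maximum. CCM2 had a count of 128, ANXA4 of 92, ELF1 of 87 and KDM4C of 56, while ETV1 had 3. None of the 20 was among the 20 genes with the highest counts. Of the 20 genes with the highest counts, 12 were also among the 20 highest on log2 CPM, and the rank correlation over the 913 genes was 0.635. Of the 211 genes above the maximum, 143 also exceeded it on log2 CPM and 78 with FCR adjusted for the covariates.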

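In the interaction model MRPS11 had a divergent count of 0 over its pairs. With FCR adjusted for the covariates its count was 110, and with batch as a number it was 6.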

Interestingly, MRPS11 was also differentially expressed in the DEA. How should one interpret such a mixed set of functional results? Given the way these genes were identified, we did necessarily expect them to be from a single pathway, but we would expect them to have functions that would allow for significant interaction with many genes, while being relevant to FCR. Thus, transcription factors, genes involved in energy metabolism and muscle development all qualitatively fit genes that could have an important role in FE related processes. Finally, we also found mitochondrial genes in the interaction analysis, giving further evidence to the link between mitochondria and FE.

### Gene Network Analysis

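Of the 37 modules, 3 had an eigenvalue with a correlation with FCR above 0.4 in size. The same number had a Benjamini-Hochberg adjusted permutation p under 0.05 over the 37 modules, with a lowest value of 0.0117, and 9 had an unadjusted p under 0.05.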

The gene network analysis revealed that the red and turquoise modules were the only modules with a correlation > 0.4 with FCR. Based on the GO term analysis enrichment of the red module, we found many enriched GO terms related to mitochondrial processes, confirming our finding the DEA and network analysis, and from other studies (Connor et al., 2010; Jing et al., 2015; Vincent et al., 2015; Bottje et al., 2017; Gondret et al., 2017). More specifically, the negative correlation between the red module eigenvalue and FCR also showed that higher mitochondrial activity was positively associated with higher efficiency. This was further confirmed, as the top ten most connected genes in the module were all related to mitochondria. Interestingly, seven of the top ten genes were from the NDUF family, making this gene family into an interesting candidate for future study and biomarker development. The turquoise module was the module with the highest overall correlation (0.49). Furthermore, it was more correlated to FCR than traits, meaning the correlation was less likely to be driven by collinearity with the other traits. 

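Here the turquoise eigenvalue had a correlation of 0.585 with breed (Landrace 1, Duroc 0; permutation p = 9e-05, Spearman 0.545 with p = 0.00035) and of 0.420 with age (permutation p = 0.00631, Spearman 0.311 with p = 0.0486), and of 0.511 and 0.395 without the 2 pigs with the farthest eigenvalues. The Benjamini-Hochberg adjusted p was 0.00072 for breed and 0.0101 for age. The correlation with age was 0.738, 0.587 and 0.259 in batches 2, 3 and 5. For the turquoise hub genes alone these were 0.452 (permutation p = 0.00265, Spearman 0.390 with p = 0.0130) and 0.227 (permutation p = 0.153, Spearman 0.144 with p = 0.369).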

Based on the GO term analysis, we found that the module was highly enriched for genes related to DNA repair, which included GO terms related to RNA, DNA, amino acid and nucleic acid metabolism and processing. To the best of our knowledge, this is the first evidence of these processes being related to FE in general. The only previous link to DNA repair in livestock was a feed restriction study of cattle (Connor et al., 2010). These processes could be generic growth and maintenance processes, and as the module is positively correlated with FCR, we can speculate that higher activity in DNA repair and related processes are increasing energy expenditure on maintenance, thus lowering efficiency. The large number of genes in the module somewhat confirms the general metabolism and maintenance theory, as it is unlikely that very specific functional pathways should cluster together to form a large cluster. Further evidence to this was that the top ten hub genes of this module did not belong to a single specific pathway as in the red module, with the genes being involved in a wide range of processes related to general cell maintenance.

### The Mitochondrial Link

How does the ubiquitous link between mitochondria and FE functionally work? It does makes sense that an organelle which provides cellular energy will have an effect on the overall energetic efficiency of an animal. However, even though this link seems to well established, there are conflicting reports in the literature. Jing et al. (2015) and Vincent et al. (2015) report lower mitochondrial expression in more efficient pigs, while Bottje et al. (2017) and Gondret et al. (2017) report the opposite in pigs and broiler chicken. The down-regulation camp could argue that less mitochondria represent less energy spent. The effect of up-regulation in improving efficiency could be reduced oxidative stress and increased cell damage control (Bottje et al., 2017). The gene network analysis in this study pointed toward increased efficiency being related to higher expression. However, two DE mitochondrial genes from the joint breed analysis had opposite fold changes. Thus, while it is interesting that we confirmed the link between FE and mitochondria using pigs from an active breeding population, it is clear that a study specifically targeting the function of mitochondria and FE in pigs is necessary for explaining the exact functional background of this effect.

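The directions of both genes were the same in each breed fitted alone with DESeq2. MRPS11 had a log2 change of -2.17 (SE 0.811) per unit of FCR in Duroc and of -0.73 (SE 0.447) in Landrace. MTFR1 had a log2 change of 2.47 (SE 1.55) in Duroc and of 2.40 (SE 0.882) in Landrace.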

### Human Exercise

The overall functional background of FE in muscle tissue is still not very well established, despite some hints of mitochondrial effects. While there are a relatively small number of FE based muscle transcriptome studies, there are many studies analyzing other properties of the muscle transcriptome for other purposes. If it was possible to use previously published experiments as a tool for identifying functional aspects of FE, this could be a valuable resource that is relatively cheap to implement. This could generate and test novel hypothesis, and serve as a guide for further studies. As pigs as are commonly used as animal models for human disease, one could also do the reverse, and take advantage of human studies in the analysis of pig data. We hypothesized that differences between the Duroc and Landrace breeds, which have different overall FE, were more likely to be involved in processes related to exercise. The same hypothesis was also extended to genes related to FCR. This hypothesis was motivated by the fact that pigs are selected for lean growth. Exercise induced changes in muscle could thus be related to factors affecting lean growth in pigs. We found a slight confirmation of this hypothesis, as we found similar favorable odds ratio for our hypothesis in all three datasets, we tested for both FCR and our breed genes. The pathway enrichment analysis for the FCR and exercise related genes was not very statistically significant, as it only included genes. The main enriched category identified, based on four GO terms, was regulation of transcription from RNA polymerase II (pol II) promoters. Interestingly, Actin has been associated with the pre-initiation complex necessary for transcription by RNA polymerase II (Hofmann et al., 2004), which could be relevant given the importance of actin in muscle tissue (Tang, 2015). There are also links between a poll II subunit and myogenesis (Corbi et al., 2002). These results do provide relevant reasons for the observed enrichment, although more data is needed to confirm this due to the low number of genes used in the enrichment.

In the genes overlapping between exercise and breed differences, the results were more statistically robust, as they were based on a larger gene set of 702 genes. Here we found two main enrichment groups – cellular metal ion homeostasis and anatomical structure development. For the first term, we know that the transport of ions is generically vital to muscle function (Wolitzky and Fambrough, 1986; Mohr et al., 2007). The second term, anatomical structure development, is very generic in terms of function, and includes sub-categories that are related to muscle development, such as muscle structure development.

The results from the Human data analysis represented a novel hypothesis, but more analysis and new experiments on a larger population of pigs are necessary to strengthen the link between FE and exercise. One interesting aspect of this analysis is that pigs could be used as a model for lean growth in sedentary conditions, which could yield interesting therapeutic possibilities applicable to humans.

## Conclusion

Using multiple types of transcriptomic analysis based on novel biostatistical/bioinformatics methods (gene-to-gene expression interaction model, weighted network analyses, the divergent count method for gene selection and pathway enrichment using Kolmogorov-Smirnov test), we have reinforced the knowledge that mitochondrial activity is important for FE. The use of a non-divergently FE selected pig population reflects real pig industry practice that relies on naturally occurring genetic variation within breeds and populations for selective breeding. Based on the findings, we postulate that mitochondrial genes, and in particular genes from NDUF group or MRPS11 could be used as potential biomarkers for FCR in pigs and could be included in genomic selection program that distinguishes genomic regions. Furthermore, all our top genes from our interaction analysis also show promise as potential FCR biomarkers, that could be useful in selective pig breeding for FE. Finally, we found that there is a putative link between genes involved in exercise related changes in human, and FE in pigs, hinting at a new functional hypothesis for FE which requires further validation through more experiments and analyses.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI-GEO data repository with the accession number: GSE148889 and the link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148889.

## Ethics Statement

The feed efficiency experiment were approved and carried out in accordance with the Ministry of Environment and Food of Denmark, Animal Experiments Inspectorate under the license number (tilladelsesnummer) 2016-15-0201-01123, and C-permit granted to the principal investigator/senior author (HK).

## Author Contributions

HK conceived and designed the project and obtained funding as the main applicant. VC and HK designed the muscle sampling experiments, phenotype data collection, statistical and bioinformatics analyses. VC performed the sampling, data processing, data visualization, and bioinformatics and statistical analysis. Both authors collaborated in the interpretation of results, discussion, and writing up of the manuscript. Both authors have read, reviewed, and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Genome Regulation and Gene Interaction Networks Inferred From Muscle Transcriptome Underlying Feed Efficiency in Pigs
**Source:** Front Genet. 2020 Jun 23;11:650. doi: 10.3389/fgene.2020.00650
**Supplement:** Supplementary file 1

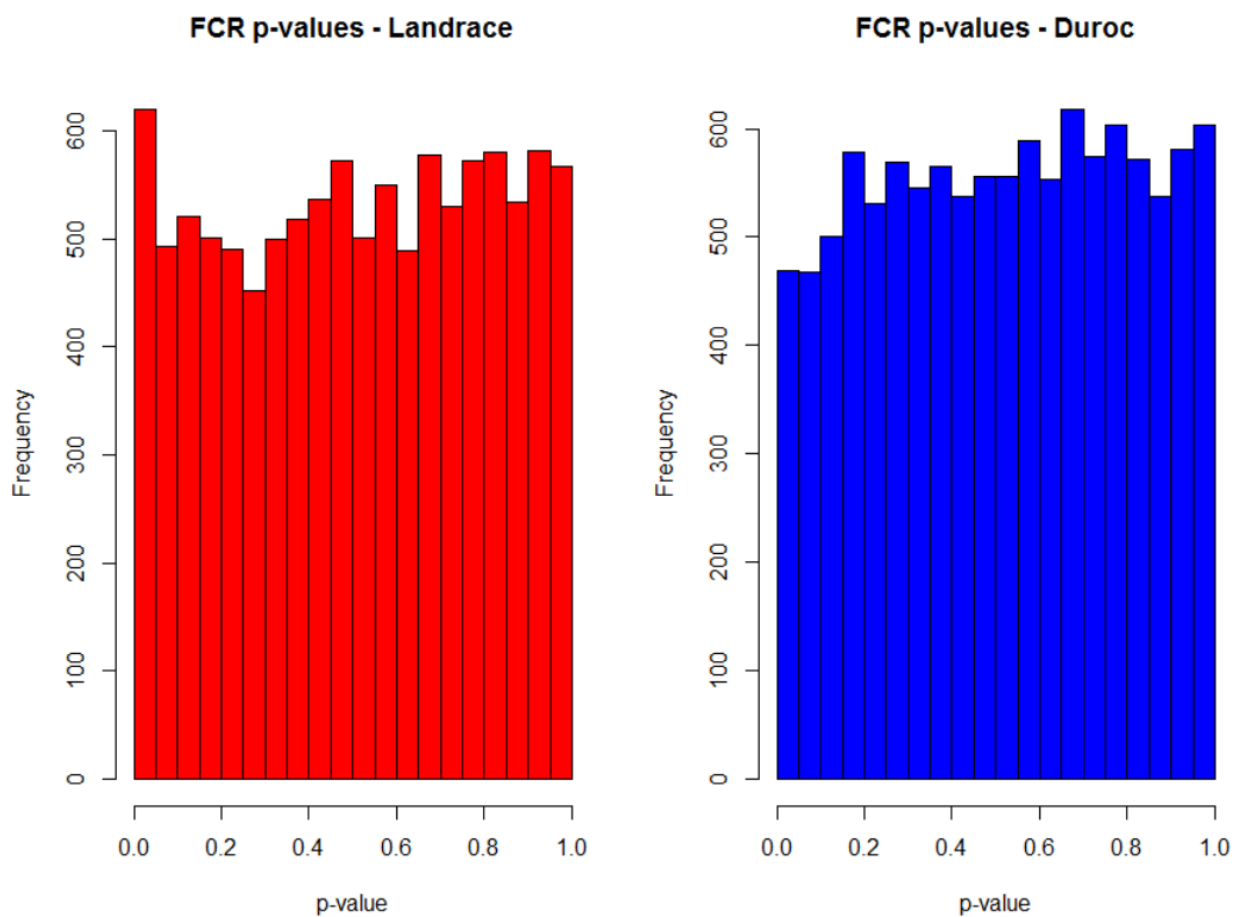

Supplementary figure 1 – Distribution of P-values in the Differential expression analysis for FCR in Danbred Landrace(left) and Danbred Duroc(right)

# Supplementary material for: Genome Regulation and Gene Interaction Networks Inferred From Muscle Transcriptome Underlying Feed Efficiency in Pigs
**Source:** Front Genet. 2020 Jun 23;11:650. doi: 10.3389/fgene.2020.00650
**Supplement:** Supplementary file 2

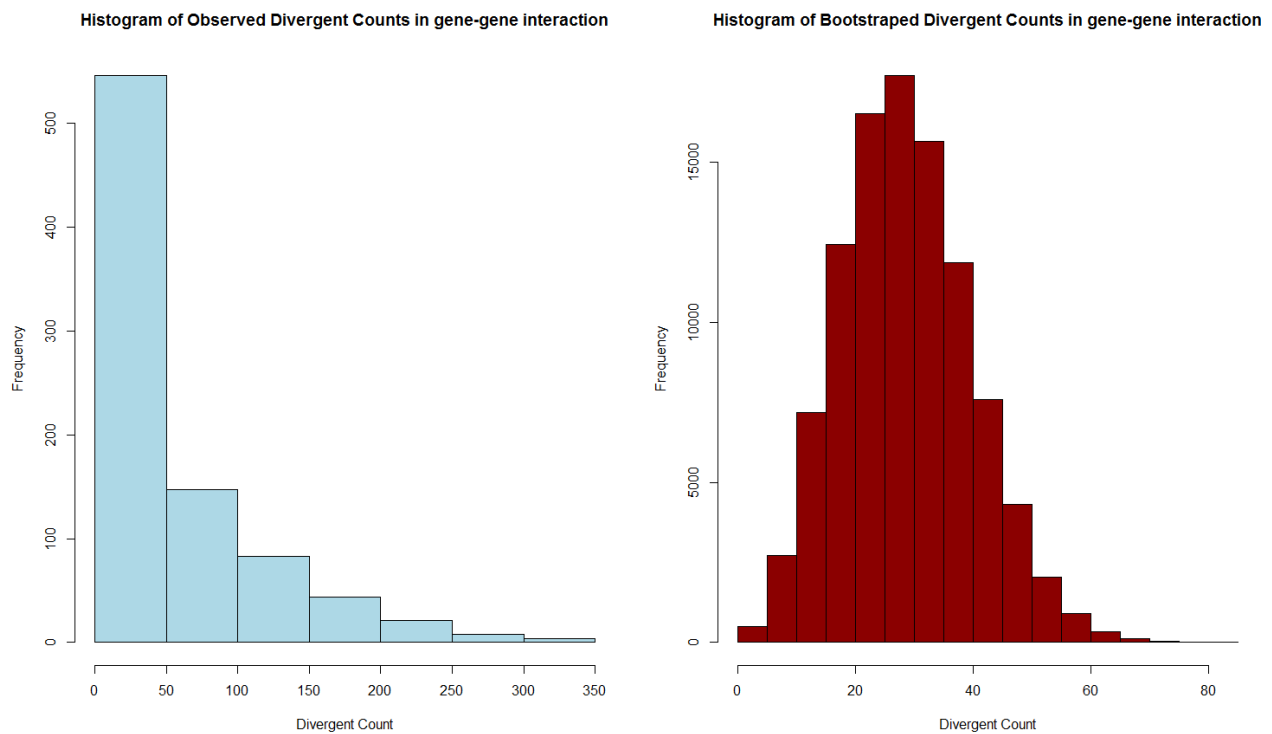

Supplementary figure 2 – Distribution of observed divergent counts for the p-values of the interactions of each of the 853 genes included in the gene-gene interaction analysis(left), Distribution of  $10^5$  divergent counts generated by sampling 853 p-values at a time and calculating the divergent counts from the gene-gene interaction p-values(right). Overall, the empirical and bootstrapped distribution are completely different, indicating we are modelling real interactions.

How the deposited data were processed for this re-analysis (not part of the article)

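The deposited files hold, for each of 41 boars (13 Duroc and 28 Landrace), the count of read pairs on each of 25880 Ensembl genes in psoas major muscle. The authors trimmed the read pairs with Trimmomatic, aligned them to Sscrofa11.1 with STAR and had STAR count the pairs that fell on a single gene, so that the deposited values are whole counts without normalization or filtering. The column for unstranded counting was used, as the methods of the paper describe, so pairs on overlapping genes and on antisense genes cannot be told apart, and near-identical copies of a gene may have lost pairs that aligned to more than one place. Breed, feed conversion ratio (FCR), RNA integrity number (RIN), age and slaughter batch of each pig came from the sample labels, and no sample was left out. The counts on genes ranged from 22188911 to 25954816 per pig, with a median of 25243577. The models estimate the variation between pigs together with the counting error. The counting error is larger for genes with few counts, such as CLDN1 (8 to 275 counts per pig), NANOS1 (8 to 388), ETV5 (14 to 441), C3 (15 to 2814), CCDC167 (29 to 85) and SFT2D3 (11 to 40). All 820 pairs of libraries differed by more than the counting noise, with a lowest chi-squared per degree of freedom of 25.76, so no library was held more than once.

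Genes were filtered by at least 5 counts in every pig for DESeq2, the interaction analysis and the network, and by filterByExpr for edgeR and limma. The joint model had FCR, RIN, age, breed and batch as a factor of 5 levels. It was fitted with R 4.3.3 by the quasi-likelihood test of edgeR 4.0.16 in its legacy form with TMM normalization, by the Wald test of DESeq2 1.42.0, and by limma 3.58.1 with voom. Within each breed the same model without breed was fitted with DESeq2. All FDR values are Benjamini-Hochberg values, with a threshold of 0.1 as in the paper. Those of DESeq2 cover only the genes that pass its default filter on mean counts. The divergent count of a set of p-values is the largest excess of low p-values over an even spread, and the divergent set of a method holds that number of genes with the smallest p. Gene families were taken by symbol, tested for overlap with Fisher's exact test and for direction with limma's camera test. Principal components, correlations, the interaction analysis and the network used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. Single values were tested with 100000 permutations, or with all permutations where fewer than 10 pigs entered. Tests were two-sided.

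Models fitted across genes were compared with 100 permutations of the residuals of FCR on the other covariates. The breed term and the FCR by breed term were compared with other splits of the pigs into groups of 13 and 28, which made 100 splits with the real one. In the interaction analysis each gene was adjusted for RIN, age, breed and batch and scaled, FCR was regressed on each pair of genes and their product, and the p-values of the products were summed up per gene as a divergent count. The maximum over 100000 bootstrap samples of these p-values served as the threshold. The network was an unsigned network of Pearson correlations of the counts with a topological overlap, a dynamic tree method written for this purpose, a minimum module size of 20 and a merging distance of 0.2. The package the authors used was not available. The power was to be the lowest that reached a scale-free fit of 0.85, but no power up to 20 did, and the highest fit was 0.834. Power 20 was then used, a rule written before the fit was seen but not part of the planned design. The modules were matched to the paper's red and turquoise modules by the hub genes of Supplementary Data 6.

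The steps were tested on simulated data before use. In counts drawn from the means and library sizes of the real pigs, with 200 genes changed with FCR, edgeR recovered 95% of the changed genes it tested (11125 genes in all), DESeq2 96.9% (of 10897 genes) and limma 93.5% (of 11125 genes). Of their calls, 8.7%, 11.1% and 9.71% were false, and with no gene changed none of the 3 called any gene. The planted changes per unit of FCR were larger in size than those of MRPS11, MGAT4A and KYAT3 in the joint model. Simulated genes varied independently, with no effect of RIN, age, breed or batch. The recovery of smaller changes was therefore not tested. The interaction analysis was less able at the size of the study. With 41 simulated samples and 200 genes, a gene with planted interactions with 5 partners ranked 18 and one with 30 partners ranked 5, while with 400 samples both ranked 1. The network method found all 5 planted modules and all 500 of their genes, but also put 235 of 500 unrelated genes into modules.

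The genes and terms in the text were chosen by a rule set before the data were examined, as were the designs, the alternatives listed below and most tests. The rule takes every gene the paper names in Table 1, in Supplementary Data 3 and 6 and in its text as found in these pigs, the 5 genes with the smallest p for FCR in the joint edgeR fit and in each breed with DESeq2, the 5 with the largest interaction divergent count, the 5 with the smallest p for breed, the 3 with the highest counts, and marker genes of sex, fibre type and leukocytes. Outside the rule, chosen after their values were seen, are ENSSSCG00000024144 as the most connected gene of the red module ENSSSCG00000018063, COX1, COX2, COX3, ATP6, ND4 and CYTB as genes of the first principal component, KYAT3, DUSP1 and CLDN1 as further genes with an FDR under 0.1 with DESeq2, and COX4I1 and FBXO11 as the most connected genes under an alternative. Of the symbols, 12 of 14 in Table 1, 20 of 20 in Supplementary Data 3 and 17 of 20 in Supplementary Data 6 were matched.

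The alternatives changed one choice at a time: DESeq2, edgeR or limma for one another, batch as a number, no age or no breed in the model, other filters, other scalings (DESeq2's size factors and library size only), the current form of the quasi-likelihood test, limma on log2 CPM with a prior count of 3 or on unlogged values, the first principal component of the residuals as a covariate, and the pigs without the 2 with RIN below 7. The 2 pigs with RIN below 7 were Landrace pigs. No alternative of the expression models left out the Duroc pig with a RIN of 7.0 that lay far out on the first principal component. The fits in Duroc alone were therefore not tested without it. For correlations the alternatives were each breed alone, breed, age and batch taken out, ranks in place of values, log2 CPM and the omission of the 2 farthest pigs. For the network they were log2 CPM, a signed network, power 6 and a minimum module size of 50. Apart from the fixed power 6, the power followed the same rule in each, which gave 6 on log2 CPM (scale-free fit 0.86), so there the power changed along with the scale. Covariates centred before DESeq2 and unlogged values in the limma part of the overlap were added after the data had been seen, as were, for the correlation of the mitochondrially encoded share with FCR with RIN taken out, the omission of the 2 pigs with the farthest share and batches 2, 3 and 5 alone. GO annotation and the human exercise data are not used here, so the enrichment of GO terms and the comparison with exercise were not analysed here.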

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

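Of the tests in this part, the one on the turquoise hub genes was chosen only after the result was seen.

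Some genes not matched to a symbol in Table 1 had an FDR under 0.1 for FCR with DESeq2. In the joint model this was KYAT3, with a log2 change of -0.93 per unit of FCR and an FDR of 0.0904, which lay between 0.0138 and 0.0904 over the DESeq2 alternatives and was 0.437 with edgeR. In Duroc these were ENSSSCG00000037775 with a log2 change of -3.29 and an FDR of 0.0181 (0.0146 to 0.786 over the alternatives), DUSP1 with 4.54 and 0.0923 (0.0807 to 0.786), and CLDN1 with 6.38 and 0.0996 (0.0125 to 0.786). In Landrace they were ENSSSCG00000001229 with a log2 change of -4.12 and an FDR of 0.07 (0.0292 to 0.713), CCDC167 with -3.34 and 0.0958 (0.0353 to 0.713), and SLC19A2 with 5.37 and 0.0958 (0.1 to 0.754). ENSSSCG00000037775 and ENSSSCG00000001229 have no symbol here and cannot be said to be absent from the table, in which IGHM for Duroc and Patr-A for Landrace were not matched. The highest FDR of each range within a breed came from edgeR.

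The number of all genes with an FDR under 0.1, those of Table 1 included, was not larger than chance gives. When the FCR residuals were permuted among the pigs, at least as many genes had an FDR under 0.1 in 23 of 101 fits of the joint model, in 46 of 101 fits in Duroc and in 22 of 101 fits in Landrace, the measured FCR included. The genes named above were not tested apart from those of the table. For single genes no biological explanation was tested.

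A difference between the breeds in single genes was not shown either. The FCR by breed term of edgeR had 0 genes with an FDR under 0.1 and 582 with an unadjusted p under 0.05. At least as many genes had an unadjusted p under 0.05 in 40 of 100 splits of the pigs into groups of 13 and 28, the real split included, and the median split had 517.

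Among the genes with an FDR under 0.1 in Duroc, LCP1 and C3 have symbols of leukocyte and complement genes, and a candidate explanation is the leukocyte content of the samples. A score of 5 leukocyte markers, without LCP1, had a correlation of 0.461 with FCR in Duroc after RIN was taken out of both (n = 13, permutation p = 0.111, Spearman 0.544 with p = 0.0589). Without the 2 pigs with the farthest scores it was 0.166, so this correlation, with only RIN taken out, rests on them. In Landrace it was -0.191 (permutation p = 0.33). In this family of 9 correlations the Benjamini-Hochberg adjusted p was 0.2 and 0.495, and the Duroc pigs in a batch were too few for values within batches. In the Duroc DESeq2 model, which also holds age and batch, all 5 score markers rose with FCR. Their log2 changes ran from 3.19 (CD79A, unadjusted p = 0.196) to 4.80 (PTPRC, unadjusted p = 0.00532). The Duroc values go with the explanation, but the test of the score was inconclusive. In the Landrace DESeq2 model all score markers except CD79A fell with FCR. Their log2 changes ran from -4.365 (CD3E, unadjusted p = 0.012) to 0.2426 (CD79A, unadjusted p = 0.832). LCP1 fell there too, by -3.968 (unadjusted p = 0.00705). The markers thus did not change with FCR in the same direction in the breeds. Leukocyte content is therefore neither shown nor ruled out as the source of the pattern.

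The eigenvalue of the turquoise module changed with FCR differently in the breeds. Per 0.1 FCR it changed by -0.0697 SD in Landrace and by 0.692 SD in Duroc, a difference of -0.762 (permutation p = 0.00681, Benjamini-Hochberg adjusted p = 0.0272 over 4 eigenvalues). The difference was not fully explained by age and batch, since with both in the model it had p = 0.0225. On log2 CPM the difference was also -0.762 (p = 0.00757). The values hardly moved with the scale, so this says little about highly expressed genes as an explanation. The 10 turquoise hub genes alone gave p = 0.359, with slopes of 0.21 and 0.5. The difference may therefore depend on which genes the module holds, and it cannot be told apart from that choice. A different relation of these genes to feed efficiency in the breeds remains a hypothesis.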

How the results depend on the processing

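All tests and alternatives here were chosen before the result was seen, apart from the added alternatives named as such.

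Under 157 alternative settings of 24 results, 120 values kept their direction and their side of the threshold, or stayed within 1.5 times the count. Of the others 11 were weaker, 2 stronger, 22 moved and 2 reversed. The values that changed follow by setting, and for each of them the cause was not tested. Over the alternatives that were run, 6 results changed under none. These were the number of genes for RIN (3971 to 6255) and for breed (3109 to 4198), the odds ratio of the MRPL and MRPS genes in the divergent set (4.79 to 5.56), the number of interaction genes (191 to 220), the direction of the NDUF genes (-0.11 to -0.00832 per 0.1 FCR, with no p under 0.05) and the FCR by breed term. The last had 0 genes with an FDR under 0.1 throughout, and under the design as planned 582 had an unadjusted p under 0.05.

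Without age in the model, the divergent counts were 1724 with edgeR, 1618 with DESeq2 and 1819 with limma, and the shared set held 1488 genes. DESeq2 then gave 46 genes in the joint model, 22 in Duroc and in Landrace only 1, which was PNCK. With batch as a number, 814 genes passed for age, and limma had 2 genes for FCR, MRPS11 and SAC3D1. With the first principal component of the residuals added, 1200 genes passed for age and edgeR had 2 for FCR, MRPS11 and GPD1. DESeq2 in place of edgeR gave 5 genes for FCR and 545 for age. Without a filter on low counts 99 genes passed for age. Without the 2 pigs with RIN below 7, DESeq2 gave 9 genes for FCR. With edgeR in place of DESeq2 within breeds, 0 genes passed in Duroc and 0 in Landrace, where 564 and 606 had an unadjusted p under 0.05. With filterByExpr 2 genes passed in Landrace, PNCK and ENSSSCG00000001229.

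Breed made up 8.76% of the variation between pigs on log2 CPM (permutation p = 0.00033) and 9.61% after RIN and batch were also removed, against 4.32% on normalized counts. In Landrace alone, the correlation with FCR was -0.202 for the red hub genes, 0.236 for the turquoise hub genes, -0.149 for the red module and -0.0881 for the turquoise module, where it was reversed. There the correlation of age with FCR was 0.202 and the mean log2 change of the MRPL and MRPS genes per 0.1 FCR was -0.0228. In Duroc alone, these values were 0.449 for the turquoise hub genes, 0.367 for age and -0.0867 for the MRPL and MRPS genes. With breed taken out, the correlation with FCR was 0.272 for the turquoise module and 0.278 for age, and with breed, age and batch taken out it was 0.202 for the turquoise module. With library size as the only scaling, the mean change of the MRPL and MRPS genes was reversed to 0.00302, while the median of all genes moved from 0.00259 to 0.06. The network had 37 modules, but 20 on log2 CPM, 19 as a signed network, 15 with power 6 and 16 with a minimum size of 50.

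For single genes and the mitochondrially encoded share there were 184 values of 36 results, of which 144 were unchanged, 32 weaker, 1 stronger, 6 moved and 1 reversed. Of the alternatives added after seeing the data, centred covariates in DESeq2 gave 5 genes and a divergent count of 1023, and unlogged values in limma gave a shared set of 858 genes and an odds ratio of 5.28. Those for the correlation of the mitochondrially encoded share with FCR, -0.277 with RIN taken out, gave -0.0249 without the 2 pigs with the farthest share and -0.192, 0.606 (reversed) and -0.486 in batches 2, 3 and 5. Under the setting without age, DESeq2 gave no adjusted p for MTFR1, MGAT4A and MRPS11. Its filter on mean counts left them out of the adjustment, and their log2 changes were then 2.27, -1.061 and -1.347. No paired analysis was possible because the breeds share no replicate numbers and each pig gave 1 library. Depth limits the genes with few counts, such as SAC3D1 with 8 to 36 counts per pig.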

Differences from the paper's values

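The alternatives named here were set before the data were examined, and none of the tests here was chosen after the result was seen.

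In the Landrace analysis 4 genes had an FDR under 0.1 against the paper's 1 in the text, while the paper's Table 1 lists 2. Without age in the model the number was 1, while with edgeR (0), batch as a number (3) and filterByExpr (2) it still differed from the text. From the 2 of the table it no longer differed with batch as a number and with filterByExpr. For age, edgeR gave 196 genes against the paper's 328. The difference closed without the pigs with RIN below 7 (236), with DESeq2's size factors (228) and with the current quasi-likelihood form (220). It did not close with DESeq2 (545), batch as a number (814), at least 5 counts in every pig (168), no filter (99) or the added principal component (1200). Limma gave 281, but the paper's own limma count was 189, so limma is not taken as closing the difference. The FDR of PNCK was 0.00166 against the paper's 0.0007, and 0.000615 without age, while it differed under the other alternatives (3.48e-05 to 0.112). The FDR of LCP1 was 0.0832 against the paper's 0.02, and no alternative closed the difference, the nearest being 0.0308 with batch as a number (range 0.0308 to 0.851). The FDR of TRIM63 was 0.015 against the paper's 0.08, and 0.0879 with batch as a number, but not under the others (0.000365 to 0.786). The FDR of ETV5 was 0.0737 against the paper's 0.02, and 0.0139 without age, but not under the others (0.0659 to 0.786).

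The first principal component held 61.4% of the variation against about 26% in Fig. 1, read by eye, and the second 24.0% against about 14% in Fig. 1, read by eye. On log2 CPM they held 24.9 and 11.8%, and after RIN and batch were removed 20.1 and 12.2%, so that both differences closed, while without the 10 highest genes they held 80.3 and 8.8%.

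The highest divergent count of the bootstrap samples was 45 against the paper's 83. With batch as a number it was 67, which closed the difference, and on log2 CPM (34) and with FCR adjusted for the covariates (32) it still differed. For the genes of Supplementary Data 3, the divergent count over pairs was 3 for ETV1 against the paper's 323, 0 for PROM1 against the paper's 322, 0 for CIC against the paper's 320, 56 for KDM4C against the paper's 303 and 5 for KMO against the paper's 295. It was 87 for ELF1 against the paper's 290, 128 for CCM2 against the paper's 289, 0 for BIN1 against the paper's 284, 3 for SLC38A6 against the paper's 272 and 0 for GEMIN7 against the paper's 268. It was 0 for IL2RG against the paper's 265, 2 for GGPS1 against the paper's 255, 0 for CFAP298 against the paper's 250, 11 for PLPP7 against the paper's 247 and 0 for ACOT11 against the paper's 244. Lastly, it was 18 for NDEL1 against the paper's 242, 3 for GPD1 against the paper's 235, 0 for MRPS11 and 2 for PPARA against the paper's 231 for each, and 92 for ANXA4 against the paper's 230. Batch as a number closed the difference for SLC38A6 (185) and log2 CPM for ANXA4 (158), and the other 18 closed under none of the 3 alternatives.

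The network had 37 modules against the paper's 19. All 4 alternatives closed this difference, with 20 modules on log2 CPM, 19 as a signed network, 15 with power 6 and 16 with a minimum size of 50. The red module held 52 genes against the paper's 391, and 298 in the signed network. On log2 CPM (1567), with power 6 (102) and with a minimum size of 50 (52) it still differed. The turquoise module held 899 genes against the paper's 3744. The signed network (4049) and power 6 (4473) closed this difference, and log2 CPM (1349) and the minimum size of 50 (826) did not. The correlation of the red module with breed was -0.459 against about -0.6 in Fig. 6B, read by eye, and with age -0.267 against about -0.54 in Fig. 6B, read by eye. For the turquoise module the correlation with breed was 0.585 against about 0.3 in Fig. 6B, read by eye. These 3 had no alternative.

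Within the red module, the connectivity was 2.04 for NDUFS8 against the paper's 8.44, 1.87 for NDUFA10 against the paper's 7.73, 1.49 for ATP5MC1 against the paper's 7.06 and 1.54 for NDUFB8 against the paper's 7.03. It was 1.48 for NDUFA11 against the paper's 6.86, 0.652 for MICOS13 against the paper's 6.77 and 1.48 for NDUFS3 against the paper's 6.42. Among the turquoise hub genes it was 26.2 for UBR2 against the paper's 274.90, 25.0 for MTREX against the paper's 265.88, 24.2 for PICALM against the paper's 254.73, 28.5 for SART3 against the paper's 245.46 and 20.3 for RAB3GAP1 against the paper's 245.25. It was 23.8 for TRMT1L against the paper's 240.80, 12.4 for HNRNPR against the paper's 238.90, 30.3 for TRAPPC8 against the paper's 238.47, 27.6 for CTNNB1 against the paper's 236.52 and 4.5 for CHM against the paper's 234.45. In the signed network 16 of these 17 were no longer different, for example 8.73 for NDUFS8 and 300 for UBR2, and the exception was HNRNPR with 102. On log2 CPM HNRNPR (204) and RAB3GAP1 (170) no longer differed, nor did MICOS13 with power 6 (9.93). The minimum size of 50 closed none.

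The paper gives C3, ETV5 and MTFR1 as lower and NANOS1 and MRPS11 as higher in Table 1, while here the log2 change per unit of FCR was 9.71 for C3, 8.45 for ETV5, 2.54 for MTFR1, -4.79 for NANOS1 and -1.44 for MRPS11. The other 7 matched genes had the direction of the table. The paper states that pigs with a lower FCR were older at slaughter, while here the correlation of age with FCR was 0.513, so that they were younger. The paper's introduction defines FCR as feed over gain, but its methods give gain over feed. Here the labelled values (1.83 to 2.25) were used as given and read as feed over gain. As gain over feed these values would mean more weight gained than feed eaten, which argues against that reading of the labels. With gain over feed, the paper's statement on age would have the direction found here. That definition would also reverse every direction in the table, those of the 7 matching genes included. The joint DESeq2 list also held KYAT3 (FDR 0.0904, and 0.0138 to 0.0904 over the alternatives). None of the genes of Supplementary Data 3 was among the 20 with the highest divergent count, here or under the 3 alternatives. Above the bootstrap maximum were 4 of them here (ANXA4, CCM2, ELF1 and KDM4C), 6 on log2 CPM (with NDEL1 and PPARA), and 7 with batch as a number (with GPD1, KMO and SLC38A6). With FCR adjusted for the covariates they were 4 (ANXA4, GPD1, MRPS11 and PLPP7). The paper gives red and turquoise as the only modules with a correlation with FCR above 0.4 in size, while here another module had 0.486. Red and turquoise were the strongest of the modules here too. It ranks the turquoise module's relation to FCR above that to other traits, while here it was 0.523 with FCR and 0.585 with breed. It places its turquoise hub genes in one module, while here 5 of 10 were together, with 6 on log2 CPM, 8 with a minimum size of 50, 9 in the signed network and 10 with power 6. The paper ranks NDUFS8 and UBR2 as the most connected genes of the red and turquoise modules, while here these were ENSSSCG00000024144 and TRAPPC8. Under none of the 4 alternatives was the paper's gene first, and on log2 CPM the first were COX4I1 and FBXO11.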

Other observations

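Of the tests in this part, those on the mitochondrially encoded share of the counts, the values without 2 pigs and within batches included, on the number of read pairs and on random gene lists were chosen only after the result was seen.

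The excess of low p-values for FCR may be a matter of chance, given the correlation between genes. With permuted FCR residuals, a divergent count at least as large occurred in 12 of 101 fits with edgeR, 12 with DESeq2 and 10 with limma, and a shared set at least as large in 11, the measured FCR included. The breed term differed from this, since 1 of 100 splits of the pigs, the real one itself, gave as many genes with an FDR under 0.1. The other splits had a median of 0 and at most 24 such genes, against 3692.

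The interaction analysis did not separate the measured FCR from permuted FCR. At least as many genes were above the bootstrap maximum in 75 of 101 fits, the measured one included. A candidate explanation is that any list of expressed genes gives as many, since the p-values of one gene share that gene's values. In 20 random lists of 913 expressed genes, a median of 243 genes were above their maximum, from 186 to 272, against 267 in the shared divergent set, and 3 of the 20 lists had as many. In simulated data of the same number of samples the method ranked a gene with planted interactions 18 or 5 among 200 genes, so the number and the ranking of such genes are uncertain at this size. No biological explanation was tested.

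The MRPL and MRPS genes were lower at high FCR, with a mean log2 change of -0.055 per 0.1 FCR. A mean as large in size, in either direction, occurred in 2 of 101 fits with permuted FCR residuals, the measured one included. The lowest permuted mean was -0.04695. With permuted FCR residuals, an odds ratio in the divergent set as high occurred in 2 of 101 fits, the measured one included. Most permuted sets were small, with a median of 53.5 genes, so this number says little by itself. Among permuted sets at least as large as the measured one, the highest odds ratio was 3.671. Of 10000 gene lists matched on mean expression and on the RIN coefficient, 16 had a mean as low, and the average over the lists was -0.0288. The genes of such lists need not vary together, while the MRPL and MRPS genes had a correlation of 0.251 with one another, so the 16 overstates the evidence against RNA integrity and expression level. With library size only the mean was 0.00302, but the median of all genes was then 0.06, and relative to it the genes were at -0.057, against -0.0578 with TMM. By the test chosen beforehand, a change of sign or a lost test (camera p = 0.0561), the scaling remains as an explanation of the sign. The position of these genes relative to the others hardly moved with it. Whether they are lower in absolute terms cannot be told. With FCR read as feed over gain, a link of lower mitochondrial ribosomal gene expression to poor feed efficiency remains a hypothesis. For the NDUF genes, 527 of 10000 matched lists had a mean as low. With permuted FCR residuals their mean was as large in size in 9 of 101 fits, the measured one included.

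The 7 matched red hub genes were lower at high FCR, and this may reflect more than the breed difference. In Landrace alone the correlation was -0.202 (permutation p = 0.3) and in Duroc alone -0.693 (permutation p = 0.00848). With breed taken out of both measures the correlation was -0.381 (permutation p = 0.0134, Spearman -0.367 with p = 0.0183), and -0.341 without the 2 farthest pigs. Within batches 2, 3 and 5 it was -0.108, -0.298 and -0.587. With scores of 6 slow and 4 fast fibre marker genes taken out, the correlation was -0.598 (permutation p = 6e-05, Spearman -0.59 with p = 0.0001), and -0.54 without the 2 farthest pigs. Within the same batches it was -0.639, -0.337 and -0.571. Over 9 such correlations the Benjamini-Hochberg adjusted p was 0.0301 and 0.00054. With breed and fibre scores both taken out it was -0.396, but -0.218 without the 2 farthest pigs (permutation p = 0.183), so that relation rests on them. Breed alone did not account for the correlation over all pigs, but within Landrace none was shown. By the test chosen beforehand the fibre scores did not account for it either, but this does not rule out fibre type. The slow score had a correlation of 0.456 with the hub genes, and the slow and fast scores had -0.135 and -0.117 with FCR (permutation p = 0.4 and 0.466, Spearman -0.2 and -0.0842). Without the 2 farthest pigs these were -0.362 (permutation p = 0.0241) and 0.0092. Gene length, GC content and reads from other cells were not tested, and the pattern is not called biological here.

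The first principal component of the unlogged counts was shaped by a pair of pigs, a Duroc pig with a robust z of -5.76 and a RIN of 7.0 and a Landrace pig with -6.83 and a RIN of 6.6. The component had a correlation of 0.799 with RIN and of 0.861 with the total count on genes, so by the tests chosen beforehand RNA integrity and library depth would both remain as candidate explanations. Depth is dropped here, since these pigs had 31766128 and 31761956 read pairs against a median of 31888013. Their counts on genes were low because 14.9 and 16.2% of the pairs fell on no feature, against a median of 8.83%. With the number of read pairs the component had a correlation of 0.262 (permutation p = 0.0988, Spearman 0.237 with p = 0.135), of 0.261 without these pigs and of -0.119, 0.945 and 0.229 in batches 2, 3 and 5. Without the 10 highest genes the nearer of these pigs was still at -7.02, which by the test chosen beforehand goes against a few genes with most of the counts as the cause. That test was incomplete, since ENSSSCG00000018063, COX2, ND4 and CYTB, with 14.3, 6.58, 3.2 and 3.12% of the component, were not among those. On log2 CPM the pigs were at -3.17 and -3.96. No biological explanation was tested.

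COX1, COX3 and ATP6, which are mitochondrially encoded, were among the genes with the largest part in this component. The share of all counts on the 13 mitochondrially encoded genes was 30.8% in the Duroc pig and 29.4% in the Landrace pig. Over all pigs this share had a correlation of -0.692 with RIN (permutation p = 2e-05, Spearman -0.522 with p = 0.00044), and of -0.578 without the 2 pigs with the farthest RIN. In batches 2, 3 and 5 it was -0.618, -0.55 and -0.76. With FCR the correlation was -0.0448 (permutation p = 0.782, Spearman 0.126 with p = 0.431). It was 0.26 in Landrace (p = 0.183, Spearman 0.346 with p = 0.0722) and -0.332 in Duroc (p = 0.267, Spearman -0.319 with p = 0.289). With RIN taken out of both it was -0.277 over all pigs (p = 0.079, Spearman -0.127 with p = 0.428), and -0.0249 without the 2 pigs with the farthest share (p = 0.88). In batches 2, 3 and 5 it was -0.192, 0.606 and -0.486 (p = 0.493, 0.0852 and 0.109). The share may therefore follow RNA integrity, and it was not used as a measure of mitochondrial activity.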
